# MicroRNA Expression Is Altered in an Ovalbumin-Induced Asthma Model and Targeting miR-155 with Antagomirs Reveals Cellular Specificity

**DOI:** 10.1371/journal.pone.0144810

**Published:** 2015-12-22

**Authors:** Maximilian W. Plank, Steven Maltby, Hock L. Tay, Jessica Stewart, Fiona Eyers, Philip M. Hansbro, Paul S. Foster

## Abstract

MicroRNAs are post-transcriptional regulators of gene expression that are differentially regulated during development and in inflammatory diseases. A role for miRNAs in allergic asthma is emerging and further investigation is required to determine whether they may serve as potential therapeutic targets. We profiled miRNA expression in murine lungs from an ovalbumin-induced allergic airways disease model, and compared expression to animals receiving dexamethasone treatment and non-allergic controls. Our analysis identified 29 miRNAs that were significantly altered during allergic inflammation. Target prediction analysis revealed novel genes with altered expression in allergic airways disease and suggests synergistic miRNA regulation of target mRNAs. To assess the impacts of one induced miRNA on pathology, we targeted miR-155-5p using a specific antagomir. Antagomir administration successfully reduced miR-155-5p expression with high specificity, but failed to alter the disease phenotype. Interestingly, further investigation revealed that antagomir delivery has variable efficacy across different immune cell types, effectively targeting myeloid cell populations, but exhibiting poor uptake in lymphocytes. Our findings demonstrate that antagomir-based targeting of miRNA function in the lung is highly specific, but highlights cell-specificity as a key limitation to be considered for antagomir-based strategies as therapeutics.

## Introduction

Allergic asthma is characterized by immune hypersensitivity to allergens [1]. The mechanisms that lead to hypersensitivity are complex and include the activation of endothelial and immune cells, immune cell recruitment and changes in gene expression [1]. Despite our knowledge of factors influencing disease pathogenesis, the available treatments for asthma and allergic inflammation remain insufficient to adequately control disease [2]. As such, novel therapeutic strategies are required for the effective treatment of asthma and allergic inflammation.

MicroRNAs (miRNAs) are conserved single-stranded RNA molecules (around 22 nucleotides in length) that regulate gene expression by targeting the 3’UTR of mRNA transcripts [3]. MiRNA targeting inhibits translation and destabilizes target mRNAs, resulting in reduced protein production. MiRNAs play important roles in a variety of biological processes, including apoptosis, cancer, development and inflammation [4–6]. MiRNA inhibitors are emerging as effective therapeutics in a range of diseases, including cancer, hepatitis and metabolic disorders [7, 8]. MiR-122, in particular, is a promising target for the treatment of hepatitis C, with human clinical trials currently under way [8].

To date, few studies have investigated the role of miRNAs in asthma and murine models of allergic airways disease (AAD). Several recent human studies provide evidence that miRNAs may be involved in asthmatic disease [9–11]. In mouse models of AAD, important functions for let-7, miR-21, miR-126, miR-145 and miR-155 have been demonstrated in disease pathogenesis [12–19]. MiR-21 expression was increased in several models of AAD and mir-21 deficient mice have reduced Th2 responses and decreased eosinophilia in an ovalbumin (OVA)-induced model of AAD [12, 13]. Our group identified upregulation of miR-126 in a house dust mite (HDM)-induced AAD model [16, 20]. Localised inhibition of miR-126 in the lung with an antagomir (antisense miRNA inhibitor) significantly reduced hallmark features of AAD [16]. Our group also observed that miRNAs let-7b, miR-21 and miR-145 were upregulated in a HDM-induced model of AAD [17]. While antagomir administration could specifically reduce the levels of each individual miRNA, inhibition of let-7b and miR-21 had no significant effect on disease pathogenesis [17]. However, blockade of miR-145 did markedly reduce hallmark features of disease [17]. Mir-155^-/-^ mice which lack pri-mir-155 and mature miRNAs, miR-155-5p and miR-155-3p, also have decreased lung inflammation in models of AAD (18, 19). These findings clearly demonstrate that individual miRNAs are altered and play functional roles in AAD.

In the present study, we performed miRNA array experiments to reveal altered miRNA expression (of 29 miRNAs) in an acute, steroid-sensitive, OVA-driven murine model of AAD. Bioinformatics analysis predicted novel mRNA targets that could be synergistically regulated by the induced miRNAs, which we confirmed at the mRNA level by quantitative PCR (qPCR). *In vivo* targeting of one induced miRNA (mmu-miR-155-5p; referred to as miR-155-5p) with a specific antagomir successfully reduced miR-155-5p levels, but failed to alter disease pathogenesis. Further analysis revealed differing efficacy of antagomir-mediated targeting across different immune cell types both *in vitro* and *in vivo*. Specifically, antagomir uptake was highly efficient in myeloid cell populations, but was ineffective at targeting T lymphocytes. Our findings clearly demonstrate altered miRNA gene expression and revealed novel changes in gene expression during AAD. Importantly, we also demonstrate variable cell targeting as a key limitation of antagomir-based strategies, which must be considered when interpreting findings from antagomir studies and when designing therapeutic interventions.

## Materials and Methods

### Ethics statement

This study was carried out in strict accordance with the requirements of the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. The protocol was specifically approved by the Animal Care and Ethics Committee (ACEC) of the University of Newcastle (Permit numbers #1060 and #A-2010-148).

### Mice and animal welfare

Specific pathogen-free (SPF) BALB/c mice (8–12 weeks old) were obtained from the University of Newcastle’s SPF facility and housed in individually ventilated cages in approved containment facilities within the Bioresources Facility, Hunter Medical Research Institute (Newcastle, Australia). Mice were provided with water and food *ad libitum* and acclimatised for one week prior to experimentation. All efforts were made to minimize suffering in treated animals. All treated animals were monitored daily as part of the approved protocol for weight loss and clinical score. Clinical scores were defined as: 0 = no clinical signs, 1 = rough coat, 2 = rough coat, less reactive, passive during handling. Intervention points by euthanasia were set as weight loss of over 20% body weight or reaching a clinical score of 2. There were no animal deaths or interventions required as a result of our protocol. All mice were euthanised by pentobarbital overdose (Virbac, Australia).

### Murine model of allergic airways disease

AAD was induced through sensitisation and inhalational challenges as previously described [21]. Briefly, mice were systemically sensitised via i.p. injection of 50 μg chicken egg OVA (Grade V, ≥98% pure, Sigma, Australia) complexed with 1 mg Alhydrogel (Sigma, Australia) in saline (day 0). Non-sensitized control mice were injected with 1 mg Alhydrogel in saline. On days 12, 13, 14 and 15, all mice were challenged (i.n.) with 10 μg of OVA in saline. Endpoints were performed 24 hours after the last OVA challenge. Antagomir treatments (50 μg/dose of Ant i.n.) were performed on days 11, 13 and 15, 6 hours before challenges. Dexamethasone (DEX) treatments (3 mg/kg body weight, i.p.) were performed on day 11 and every second day thereafter 1 hour before challenges. Intranasal treatments of animals were performed under light anesthesia with isoflurane (Pharmachem, Australia).

### Airway hyper-responsiveness (AHR) measurement

AHR was assessed invasively in mice anesthetised with 100 mg/kg ketamine (Ceva, Australia) and 10 mg/kg xylazine (Ilium, Australia) by measurement of total lung resistance and dynamic compliance using a Finepoint^TM^ series Resistance and Compliance system (Buxco, North Carolina USA) [22]. Percentage increase over baseline (PBS) in response to increasing doses of nebulized methacholine was calculated.

### Collection and analysis of bronchoalveolar lavage (BAL) fluid

The left lobe of the lung was tied off, leaving the right lung open for BAL fluid collection. BAL samples were collected in Hanks Buffered Saline Solution (HBSS) (Gibco, Invitrogen) using a cannula inserted into the trachea. For differential cell counts, BAL samples were prepared by centrifugation, red blood cell lysis in hypotonic solution, counted on a hematocytometer and cytospun onto glass slides (Shandon-4). Cytospin slide preparations were stained with May Grünwald and Giemsa stain according to manufacturer’s instructions (ACR, Australian Scientific). Slides were analysed by light microscopy and differential cell counts performed based on cell morphology (minimum of 300 cells per slide).

### Lung histology

A transverse section of the left lung lobe was prepared and fixed in 10% neutral buffered formalin and processed for histology (John Curtin School of Medical Research, Australian National University, Canberra, ACT, Australia). Fixed tissue was embedded in paraffin and sections were stained with either hematoxylin and eosin (for eosinophil quantification) or Periodic acid-Schiff (for mucous secreting cell quantification). Sections were examined by light microscopy. Cell counts were performed and averaged to give a result in cells/100 μm.

### RNA extraction

Total RNA samples were purified from lung tissue (either whole lung or blunt dissected airway and parenchyma) for miRNA profiling and gene and miRNA expression analysis. Lung tissue was placed in RNALater (Invitrogen, Carlsbad, CA) and stored at -80˚C. Total RNA was isolated by phenol-chloroform separation and isopropanol precipitation, quantified on a Nanodrop 1000 spectrophotometer (Thermo Scientific, USA) and assessed using an 2100 Bioanalyzer Instrument (Agilent Technologies, USA). Samples with a RNA integrity number (RIN) below 8 were excluded from further analysis.

### MiRNA microarrays

MiRNA microarrays were performed according to manufacturer’s protocol using the miRNA Complete Labeling and Hyb Kit and Mouse miRNA Microarray Release 12.0 slides (Agilent Technologies, Technology number 21828, version 2010.11.04). Samples were hybridized, washed and scanned with a High-Resolution C Scanner (Agilent Technologies, USA). Data was processed using the Feature Extraction software version 10.7.3.1 and data analysis was performed using Genespring GX version 11.5.1 (Agilent Technologies, USA). The miRNA microarray data has been made publicly available at NCBI (GEO accession number GSE72793).

### Quantitative PCR

For gene expression analysis, qPCR was performed using random hexamer primers (Invitrogen) and Superscript III (Invitrogen), on a T100 thermal cycler (Bio-Rad, Hercules, CA). Relative qPCR quantiﬁcation was performed on a Mastercycler® ep realplex system (Eppendorf, Australia), using SYBR reagents. Primer sets (Table 1) were designed to specifially amplify mRNA products and results normalized to the house-keeping gene HPRT. For the detection of pri-mir-155, a specific primer set (Mm03306395_pri) and TaqMan® Universal PCR Master Mix No AmpErase UNG (both Life Technologies) was used for qPCR quantification.

**Table 1:** Primer sequences used for qPCR analysis (indicated in 5’-3’ orientation).

Gene	Forward primer	Reverse primer
ATXN1	GCCGTGATACAGTTTGCTGTTGGT	GGATGACCAGCCCTGTCCAAATAC
ACVR2A	GGCCAGCATCCATCTCTTGAA	TTTCACAGAGCATTGCCATTCC
HPRT	AGGCCAGACTTTGTTGGATTTGAA	CAACTTGCGCTCATCTTAGGCTTT
IL-5	TGTTGACAAGCAATGAGACGATGA	AATAGCATTTCCACAGTACCCCCA
IL-13	AGCTGAGCAACATCACACAAGACC	TGGGCTACTTCGATTTTGGTATCG
MIER3	CAATATGGCGGAGGCTTCCTTT	GAACTAGCATCTCAGCAGTGGG
MUC5AC	CGGCCGGAGAAAGTTGGTCCC	GCACACCCGCCTGGTATGTCC
NFAT5	TCAATGAGTCAGACAAGCGGTG	AGGAGGGAGCTGAAGAAGCATC
NR3C1	TGACTCTACCCTGCATGTATGACCA	CTCTTGGCTCTTCAGACCTTCCTT
PTEN	TGGATTCGACTTAGACTTGACCT	GCGGTGTCATAATGTCTCTCAG
TAB2	GGATCTGATGATGCTGCCTACA	TTGCATCTCGAGCTCTCTTTGA
TNRC6B	TACTGGCTGGTTCTCCACAATC	TCTTGTTTGGTGCTGTATCGGA

For miRNA expression analysis, miRNA-specific cDNA was generated using a TaqMan® MicroRNA Reverse Transcription Kit and gene-specific primers (mmu-miR-18a-5p (ID 002422), mmu-miR-21a-5p (ID 000397), mmu-miR-144-3p (ID 002676), mmu-miR-155-5p (ID 002571), mmu-miR-155-3 (464539_mat), mmu-miR-188-5p (ID 002320), mmu-miR-223-3p (ID 002295), mmu-miR-449a-5p (ID 001030), mmu-miR-451a (ID 001141) and snoRNA202 (ID 001232); Life Technologies). qPCR was then performed on a Mastercycler® ep realplex system (Eppendorf, Australia) using TaqMan® Universal PCR Master Mix No AmpErase UNG and normalized to the house-keeping RNA sno202.

### Antagomirs (Ant)

Target miRNA sequences from miRBase (Wellcome Trust, Sanger Institute, Cambridge, United Kingdom) were used to design specific antisense Ant. Ant-155 (5'mA.*.mC.*.mC.mC.mC.mU.mA.mU.mC.mA.mC.mA.mA.mU.mU.mA.mG.mC.mA.mU.*.mU.*.mA.*.mA.*. 3'-Chol) and a scrambled control (Scramble; 5'mU.*.mC.*.mA.mC.mA.mA.mC.mC.mU.mC.mC.mU.mA.mG.mA.mA.mA.mG.mA.*.mG.*.mU.*.mA.*.3'-Chol) were synthesized by Dharmacon Inc (Lafayette, Colorado), where m denotes 2’-O-Methyl-modified phosphoramidites, * denotes phosphorothioate linkages, and -Chol denotes hydroxyprolinol-linked cholesterol. Fluorescently labeled Ant containing a 5’-DY547 phosphoramidite modification was used where indicated.

### T cell culture

CD4^+^ T cells were purified from spleen tissue by magnetic cell separation using murine CD4 (L3T4) microbeads according to manufacturer’s protocol (Miltenyi Biotec, Germany). CD4^+^ T cells were then stained with fluorescently labeled antibodies against CD4, CD44, CD62L and CD25 and sorted on a FACSAria cell sorter (BD Pharmingen, USA) to purify naïve T cells (CD4^+^CD44^lo^CD62L^hi^CD25^-^; clones RM4-5; IM7, MEL-14, PC61; BD Pharmingen, USA). For proliferation assays, CD4^+^ T cells were labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE) as previously described [23]. For the activation of Th cells, purified CD4^+^ T cells were stimulated in complete media (DMEM, 10% FCS, 2 mM L-glutamine, 50 μM β-mercaptoethanol, 100U/ml Penicillin-Streptomycin; Invitrogen, Australia) with plate-bound anti-CD3ε (1 μg/ml; Clone 145-2C11; BD Pharmingen, USA) and soluble anti-CD28 (2 μg/ml; Clone 37.51; BD Pharmingen, USA) for 3 days.

### Flow cytometry

Lung tissue was digested in HEPES buffer containing collagenase D (Sigma-Aldrich, St. Louis, MO) and DNAse, then forced through a 70-μm strainer. Spleen samples were forced through 70-μm strainers without enzymatic digestion. After isolation, red blood cell lysis was performed using ammonium chloride solution. For *in vitro* Ant uptake assays, CD4^+^ T cells were separated with magnetic beads and both CD4^+^ and CD4^-^ cell preparations were incubated with fluorescent Ant for 1 h at the indicated concentrations. For flow cytometry staining, all cells were treated with Fc block before staining with fluorochrome-conjugated Abs. For flow cytometry analysis, labeled cell samples were fixed overnight in PBS containing 2% FCS and 0.1% paraformaldehyde, collected on a BD FACSCanto II flow cytometer and analyzed using FACSDiva software (BD Biosciences). For fluorescence-activated cell sorting, fluorochrome-labeled cell preparations were separated on a FACSAria III cell sorter (BD Pharmingen, USA) based on surface marker expression, as indicated. The purity of sorted cells was confirmed as >99%. The following antibodies were used (BD Biosciences): B220 (RA3-6B2), CD3e (145-2C11), CD4 (RM4-5), CD8a (56–6.7), CD11b (M1/70), CD11c (N418), CD45 (30-F11), Epcam (G8.8), F4/80 (BM8), Ly6G (1A8), SiglecF (E50-2440).

### Statistical analysis

P values were calculated using the unpaired Mann-Whitney test. P values < 0.05 were considered statistically significant.

## Results

### MiRNA profiling identifies differential miRNA expression in AAD lung

To assess the role of miRNAs in AAD, we utilised a steroid-sensitive, OVA-driven mouse model (see S1 Fig for characterisation of inflammation and morphological changes). 

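Total RNA from whole mouse lungs was hybridised to Agilent 1-colour mouse miRNA microarrays, on which each miRNA is measured by several probes and each probe by several spots. The deposited data comprised 16 arrays on 2 slides, with 2 arrays for PBS/PBS, 4 for PBS/OVA, 6 for OVA/OVA and 4 for OVA/OVA DEX. The legend of Fig. 1 gives 6 animals per group. OVA-sensitised mice had received 50 μg OVA (ovalbumin, a protein of egg white used as the allergen) with 1 mg Alhydrogel on day 0, and the endpoint was 24 hours after the last challenge on day 15. The Methods state that all mice were challenged with 10 μg OVA, whereas the Results and the sample labels describe the PBS/PBS group as challenged with PBS. The grouping of the Results was used here. Dexamethasone (DEX, a synthetic glucocorticoid) was given at 3 mg/kg from day 11. The authors deposited the spot intensities of each array as given by the Feature Extraction software, with local background subtracted and no normalization between arrays. From these, spots of one probe were averaged, probes of one miRNA were summed, and each array was scaled by its 75th percentile over the miRNAs detected on all arrays. Scaled signals under a floor, the median over arrays of the lowest signal of a detected miRNA, were set to that floor and log2 was taken. The 4 groups were fitted in one model with limma, using its moderated test and Benjamini-Hochberg adjustment over all miRNAs tested. A miRNA was called when the adjusted p was under 0.05 and the change was at least 2-fold. The paper's text names the Genespring GX software for the array analysis and the Mann-Whitney test for P values in general, and it names no scaling between arrays. Without ties, the exact two-sided Mann-Whitney test cannot go below p = 0.0714 for 2 arrays against 6, or below p = 0.133 for 2 against 4. The summed miRNA signal before scaling was 509530 and 598505 in PBS/PBS, 319706 to 464671 in PBS/OVA, 163637 to 468253 in OVA/OVA and 319929 to 414245 in OVA/OVA DEX. The dimmest arrays were thus OVA/OVA arrays. Each slide held arrays of PBS/OVA, OVA/OVA and OVA/OVA DEX, whereas both PBS/PBS arrays lay on 1 slide. The number of arrays limits the precision of every comparison.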

We performed microarray analysis of miRNA expression in whole lung samples from PBS-sensitised/challenged mice (PBS/PBS), PBS-sensitised/OVA-challenged mice (PBS/OVA), OVA-sensitised/challenged mice (OVA/OVA) and OVA-sensitised/challenged mice treated with dexamethasone (OVA/OVA DEX). 228 of the total 611 arrayed miRNAs were detected in mouse lungs in at least one experimental group (Fig 1A). 

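The arrays held probes for 611 mouse miRNAs, and between 224 and 301 of them were detected on a single array by Feature Extraction. In PBS/PBS, 263 miRNAs were detected on every array of the group. The corresponding numbers were 240 for PBS/OVA, 218 for OVA/OVA and 216 for OVA/OVA DEX. A group with fewer arrays meets this requirement more easily. In total, 266 miRNAs were detected on every array of at least 1 group, and these were tested for differences. Detection on all 16 arrays was found for 206 miRNAs, and detection on at least 1 array for 338.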

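Of the 266 miRNAs tested, 34 differed among the 4 groups by limma's moderated F-test with Benjamini-Hochberg adjustment and by at least 2-fold in 1 or more comparisons. They included 22 of the 29 miRNAs listed in Table 2 of the paper and 12 miRNAs outside it. In the pairwise comparisons, 23 of the 29 were called in at least 1 comparison and 6 were called in none. Without the requirement of a 2-fold change, the F-test gave 116 miRNAs, which was the alternative that moved this number most.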

Of the 228 expressed miRNAs, 29 miRNAs exhibited significant differences in expression between one or more groups (Fig 1A–1C, Table 2).

**Fig 1:**
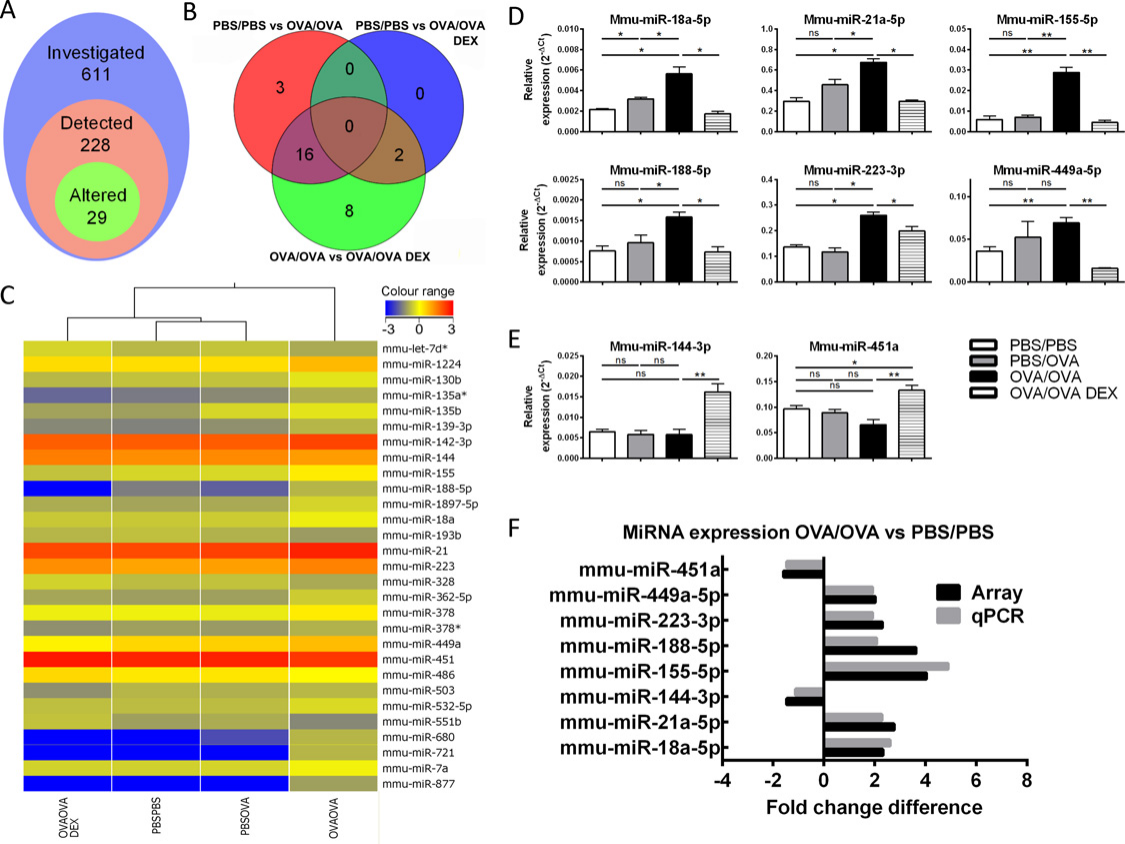
MiRNA profiling identifies differential miRNA expression in lungs of allergic mice. Expression of 611 miRNAs was investigated in whole lung samples by microarray. 228 miRNAs were detected in the lungs, with 29 altered between experimental groups (A). Venn diagram of statistically-significant differentially expressed miRNAs (fold-change ≥2) between PBS/PBS (PBS) and OVA/OVA, PBS/PBS and OVA/OVA DEX (DEX) and OVA/OVA and OVA/OVA DEX (B). Hierarchical cluster analysis of treatment conditions based on differentially expressed miRNAs. Heat-map representation of normalised expression levels for differentially expressed miRNAs. The boxes in colour indicate the normalised intensities of miRNA expression, with blue indicating low and red indicating high expression (C). qPCR detection of 6 altered miRNAs (D) and two DEX-responsive miRNAs (E). Expression is normalised relative to control RNA sno202. Fold changes for selected miRNAs is graphed for both microarray and qPCR analysis (OVA/OVA versus PBS/PBS) (F). Error bars represent SEM (n = 6 animals/group). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by * and less than 0.01 by ** and less than 0.001 by ***.

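In OVA/OVA compared to PBS/PBS, 24 miRNAs were called, of which 16 were higher and 8 lower in OVA/OVA. In OVA/OVA compared to OVA/OVA DEX, 34 miRNAs were called, with 25 higher and 9 lower in OVA/OVA. Between OVA/OVA DEX and PBS/PBS, 0 miRNAs were called by limma, while 18 had an unadjusted p under 0.05 and the exact Mann-Whitney test gave 0 calls, as it must with 4 arrays against 2. The comparison of OVA/OVA with PBS/OVA gave 14 calls, with 9 higher and 5 lower. Of the miRNAs called against OVA/OVA DEX, 26 had OVA/OVA arrays that did not overlap with the OVA/OVA DEX arrays. Over all miRNAs tested, 83 did not overlap between these groups, and chance gives 0.95% or 2.5 miRNAs. The scaling between arrays changed the calls against PBS/PBS most. Without it, 156 miRNAs were called, with 3 higher and 153 lower in OVA/OVA. Against PBS/OVA there were then 0 higher and 3 lower, and against OVA/OVA DEX 13 higher and 10 lower. With the percentile over all miRNAs, the calls against PBS/PBS, PBS/OVA and OVA/OVA DEX were 7 higher and 30 lower, 2 higher and 6 lower and 18 higher and 18 lower. In the same order, quantile normalization gave 5 higher and 13 lower, 5 higher and 7 lower and 17 higher and 12 lower. Normexp background correction gave 30 higher and 0 lower, 2 higher and 0 lower and 5 higher and 2 lower. Control spot scaling and array brightness as a covariate were chosen after the data had been seen. The former gave 6 higher and 36 lower, 1 higher and 17 lower and 11 higher and 45 lower. The latter gave 5 higher and 0 lower, 7 higher and 3 lower and 23 higher and 11 lower. Without PBS/PBS replicate 1 or 2, 11 and 10 were called against PBS/PBS, and without PBS/OVA replicate 2 or OVA/OVA replicate 4, 24 and 24 were called against PBS/OVA.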

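The array values for this comparison came from 6 OVA/OVA and 2 PBS/PBS arrays. MiR-21a-5p, which the files list as mmu-miR-21-5p, was higher in OVA/OVA by 1.48 on the log2 scale (SE 0.225, limma adjusted p = 0.000758). MiR-223-3p was higher by 1.23 (SE 0.196, adjusted p = 0.0011) and miR-18a-5p by 1.19 (SE 0.219, adjusted p = 0.00222). All 6 OVA/OVA arrays lay above both PBS/PBS arrays for each of these 3 miRNAs, but without scaling between arrays none of them was called, with differences of 0.39, 0.13 and 0.09. They also fell short of a call with the percentile over all miRNAs, at 0.95, 0.69 and 0.66, and miR-21a-5p and miR-18a-5p were not called with quantile normalization. With control spot scaling, which was chosen after the data had been seen, the 3 differences were 0.83, 0.57 and 0.53, none of them a call, and with array brightness as a covariate miR-18a-5p was not called. MiR-188-5p was higher by 1.74 (SE 0.694, adjusted p = 0.0753) and was not called. Without PBS/OVA replicate 2, which enters this comparison only through the common spread, its adjusted p was 0.00381. It was also called with normexp background correction, with the slide as a block and with only these 2 groups in the fit, and the planned and added alternatives gave adjusted p between 0.0253 and 0.553. MiR-449a-5p was higher by 0.96 (SE 0.345, adjusted p = 0.0545) and was not called either. It was called without OVA/OVA replicate 4, at 1.04, and without OVA/OVA replicate 5, at 1.09, and its direction changed to -0.14 without scaling between arrays. MiR-144-3p was lower in OVA/OVA, with a log2 difference of -0.45 (SE 0.257, adjusted p = 0.197). For miR-451a, mmu-miR-451 in the files, the difference was -0.50 (SE 0.248, adjusted p = 0.142). Neither was called.

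**Figure D1:**
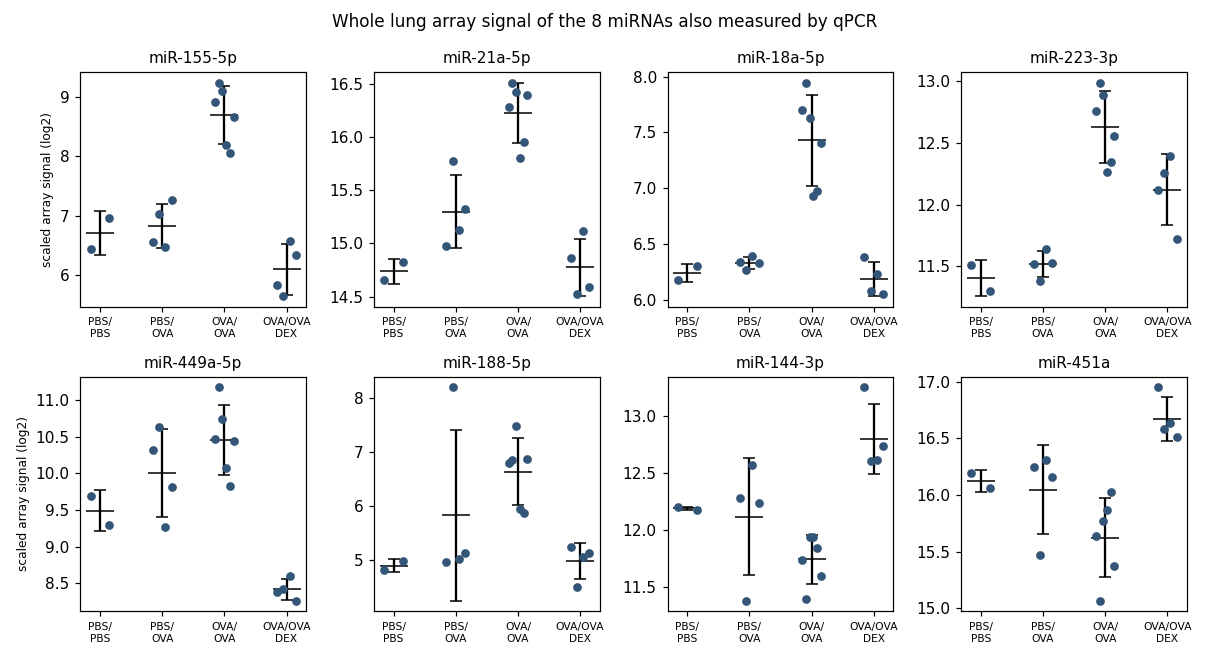
Scaled array signal on the log2 scale (vertical axes) of the 8 miRNAs that were also measured by qPCR, by experimental group (horizontal axes), where each point is 1 array, the horizontal line is the group mean and the error bar is the SD. For miR-155-5p the OVA/OVA arrays lie between 8.06 and 9.24, above all other arrays, and for miR-188-5p PBS/OVA replicate 2 lies at 8.20, above every OVA/OVA array.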

**Table 2:** Differentially expressed miRNAs in whole lung. Systematic name and fold changes for the different treatment groups are given for 29 miRNAs. Fold changes over 2 are highlighted in bold.

Systematic Name	FC PBS/OVA vs PBS/PBS	FC OVA/OVA vs PBS/PBS	FC OVA/OVA vs PBS/OVA	FC OVA/OVA vs OVA/OVA DEX	FC OVA/OVA DEX vs PBS/PBS
**mmu-let-7d-3p**	1.32	-1.38	-1.82	**-2.60**	1.89
**mmu-miR-1224-5p**	-1.02	**2.48**	**2.54**	**2.40**	1.04
**mmu-miR-130b-3p**	1.00	**2.22**	**2.21**	**2.87**	-1.30
**mmu-miR-135a-1-3p**	1.43	**3.40**	**2.37**	**5.12**	-1.51
**mmu-miR-135b-5p**	**3.53**	**4.86**	1.38	**4.51**	1.08
**mmu-miR-139-3p**	1.38	**3.25**	**2.36**	**2.81**	1.16
**mmu-miR-142-3p**	-1.02	1.90	1.93	**2.01**	-1.06
**mmu-miR-144-3p**	1.10	-1.47	-1.61	**-2.23**	1.52
**mmu-miR-155-5p**	1.01	**4.04**	**4.00**	**6.66**	-1.65
**mmu-miR-188-5p**	-1.96	**3.63**	**3.12**	**3.51**	**-2.99**
**mmu-miR-1897-5p**	1.19	**3.12**	**2.62**	**2.58**	1.21
**mmu-miR-18a-5p**	1.05	**2.33**	**2.21**	**2.39**	-1.03
**mmu-miR-193b-3p**	-1.35	**-2.29**	-1.70	-1.87	-1.22
**mmu-miR-21a-5p**	1.29	**2.77**	**2.15**	**2.64**	1.05
**mmu-miR-223-3p**	1.08	**2.30**	**2.12**	1.30	1.76
**mmu-miR-328-3p**	1.13	-1.58	-1.78	**-2.56**	1.62
**mmu-miR-362-5p**	1.07	**2.95**	**2.77**	**2.40**	1.23
**mmu-miR-378a-3p**	-1.13	**2.21**	**2.50**	**2.29**	-1.03
**mmu-miR-378a-5p**	-1.16	1.52	1.76	**2.19**	-1.45
**mmu-miR-449a-5p**	1.20	**2.02**	1.68	**4.19**	**-2.08**
**mmu-miR-451a**	1.05	-1.59	-1.68	**-2.36**	1.48
**mmu-miR-486-5p**	1.01	-1.62	-1.64	**-2.44**	1.51
**mmu-miR-503-5p**	-1.14	1.06	1.21	**2.62**	**-2.47**
**mmu-miR-532-5p**	1.02	**2.05**	**2.02**	1.94	1.06
**mmu-miR-551b-3p**	1.34	-1.72	**-2.30**	**-3.74**	**2.18**
**mmu-miR-680**	1.03	**6.24**	**6.24**	**6.24**	-1.30
**mmu-miR-721**	1.54	**6.31**	**4.61**	**6.31**	1.70
**mmu-miR-7a-5p**	1.08	**2.12**	1.97	**2.09**	1.01
**mmu-miR-877-5p**	-1.19	**5.14**	**5.14**	**5.14**	-1.42

Only one miRNA (mmu-miR-135b-5p) was detected with >2-fold change in the PBS/PBS compared to PBS/OVA group. 

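On the arrays, mmu-miR-135b-5p had a mean log2 signal of 4.84 ± 0.507 (SD, n = 2) in PBS/PBS and 6.66 ± 0.47 (SD, n = 4) in PBS/OVA. The difference was 1.81 on the log2 scale (SE 0.309, limma adjusted p = 0.0124), and every PBS/OVA array lay above both PBS/PBS arrays. It was the only miRNA of those tested that was called in this comparison. The call rests on PBS/PBS replicate 1, without which the difference was 1.45 and was not called (adjusted p = 0.237). Over the alternatives the adjusted p lay between 0.0062 and 0.709, and the settings that raised it above 0.05 included no scaling, quantile normalization, normexp background correction, no detection filter and only these 2 groups in the fit, and also control spot scaling and the array brightness covariate, both of them chosen after the data had been seen. Of the 29 miRNAs of Table 2, 3 differed by at least 2-fold between the group means, namely miR-135b-5p, miR-1897-5p and miR-721. The last pair were not called, and their means in PBS/OVA rested on replicate 2 of that group. Without it, the log2 difference of miR-1897-5p was 0.29 and that of miR-721 was 0.84. MiR-721 was detected on 0 of 2 PBS/PBS arrays and on 2 of 4 PBS/OVA arrays.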

Four miRNAs were altered >2-fold in the OVA/OVA DEX-treated group compared to PBS/PBS (mmu-miR-551b-3p increased and mmu-miR-188-5p, -449a-5p and -503-5p decreased). 

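For mmu-miR-551b-3p, the mean log2 signal was 5.89 ± 0.256 (SD, n = 4) in OVA/OVA DEX and 4.86 ± 0.078 (SD, n = 2) in PBS/PBS, a difference of 1.03 (SE 0.242, limma adjusted p = 0.118). MiR-449a-5p was lower in OVA/OVA DEX, with a log2 difference of -1.08 (SE 0.366, adjusted p = 0.264). For miR-503-5p the difference was -0.86 (SE 0.248, adjusted p = 0.209), and normexp background correction gave 0.27 in the opposite direction. MiR-188-5p was detected on 1 of 4 OVA/OVA DEX arrays and on both PBS/PBS arrays, and its difference of 0.09 (SE 0.736, adjusted p = 0.96) was smaller than the spread between arrays. Its direction changed under several alternatives, and with the Feature Extraction total gene signal, which holds a low constant for miRNAs not detected, the difference was -1.45. None of these 4 miRNAs was called. Leaving out PBS/OVA replicate 2, which changes only the common spread here, gave an adjusted p of 0.0065 for miR-551b-3p, for which the alternatives gave 0.0453 to 1. With only the OVA/OVA DEX and PBS/PBS arrays in the fit, 3 miRNAs were called, all lower in OVA/OVA DEX, with miR-449a-5p among them (adjusted p = 0.0394).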

The majority of altered miRNAs (22 of 29) were upregulated (compared to 7 downregulated miRNAs) in the OVA/OVA allergic group compared to PBS/PBS, PBS/OVA and OVA/OVA DEX (Fig 1C, Table 1). 

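Of the 29 miRNAs in Table 2, 22 had a higher mean signal in OVA/OVA than in each of the other 3 groups and 7 had a lower one. Against PBS/PBS, 18 of the 29 differed by at least 2-fold and 15 were called, all of them higher in OVA/OVA. Against PBS/OVA, 12 differed by at least 2-fold and 10 were called, with 9 higher in OVA/OVA. The number higher in OVA/OVA than in PBS/PBS was 17 without scaling between arrays, 20 with quantile normalization, 21 with the percentile taken over all miRNAs and 26 with normexp background correction.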

Hierarchical clustering of the differentially expressed miRNAs demonstrated the most similarity between PBS/PBS and PBS/OVA, followed by OVA/OVA DEX (Fig 1C). 

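The Euclidean distance between the group means over the 29 miRNAs, in log2 units, was 2.88 between PBS/PBS and OVA/OVA DEX and 3.69 between PBS/PBS and PBS/OVA. PBS/OVA and OVA/OVA DEX were 4.89 apart. With average linkage, PBS/PBS and OVA/OVA DEX were joined first, then PBS/OVA and last OVA/OVA. The position of PBS/OVA rested on 1 array. PBS/OVA replicate 2 lay 7.71 from the mean of the other PBS/OVA arrays, and its nearest array was OVA/OVA replicate 6 at 5.58. Without it, PBS/PBS and PBS/OVA were joined first, and the distance between them as a share of the smallest distance of OVA/OVA to another group fell from 0.703 to 0.398. With all arrays, PBS/PBS and PBS/OVA were joined first when the percentile was taken over all miRNAs, without scaling between arrays, with the deposited processed values, which cover 15 of the 29, and with all detected miRNAs in place of the 29. With normexp background correction, PBS/OVA and OVA/OVA DEX were joined first.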

The OVA/OVA group exhibited the largest differences when compared to the other experimental groups. 

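Over the same miRNAs, OVA/OVA was 5.24 from PBS/OVA, 7.75 from PBS/PBS and 9.11 from OVA/OVA DEX. The paper chose these miRNAs on the same samples because they differed between groups, so some separation is built in. Each distance of OVA/OVA was larger than every distance among the other 3 groups, also with all detected miRNAs (9.49 at the smallest against 7.14). This was not so with the percentile over all miRNAs, where the smallest distance of OVA/OVA was 4.52 against 4.95 among the others, without scaling (4.05 against 5.51) and with quantile normalization (4.67 against 4.79), nor without PBS/OVA replicate 1 (4.95 against 5.37), 3 (4.96 against 5.42) or 4 (5.10 against 5.33), OVA/OVA replicate 3 (4.81 against 4.87) or OVA/OVA DEX replicate 4 (5.11 against 5.29). Without scaling, OVA/OVA was joined before OVA/OVA DEX. With control spot scaling, which was chosen after the data had been seen, OVA/OVA was joined with PBS/OVA, at 4.04 against 4.83. Single OVA/OVA arrays lay between 1.23 and 3.73 from the mean of the other OVA/OVA arrays. OVA/OVA replicate 5 was 3.56 from that mean and 3.31 from the PBS/OVA mean, whereas the other 5 OVA/OVA arrays were closest to their own group.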

Interestingly, most of the differentially regulated miRNAs (26 of 29) were steroid-sensitive, demonstrating alterations after DEX treatment (Fig 1B and 1C).

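Between OVA/OVA and OVA/OVA DEX, 23 of the 29 miRNAs differed by at least 2-fold, 19 of them higher and 4 lower in OVA/OVA. An adjusted p under 0.05 by limma was found for 26 of the 29, and 21 met both criteria. With each array left out in turn, the number with at least a 2-fold difference stayed between 20 and 25. It was 7 with normexp background correction. For 3 of the miRNAs the difference is given as an approximate lower bound, because they were not detected on any OVA/OVA DEX array. The bound sets the mean of the OVA/OVA arrays against the lowest detected signal of each OVA/OVA DEX array or the miRNA's own signal, whichever was higher. By this bound, miR-721 was 10.9-fold higher in OVA/OVA, miR-877-5p 7.17-fold and miR-680 6.70-fold. The lowest detected signal of an array is not the detection limit of a given miRNA, so the differences could be smaller. MiR-721 was detected on only 2 of 4 PBS/OVA arrays, although its lowest signal there was 4.18 on the log2 scale. Its highest signal in OVA/OVA DEX was 3.74. From the alterations after DEX treatment, the paper concludes that most of the differentially regulated miRNAs were steroid-sensitive.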

To verify our microarray results, we selected 8 (from the 29 altered) miRNAs and performed qPCR. The 8 miRNAs were selected based on their expression pattern, expression level and existing evidence for a role in inflammatory disease (Fig 1D and 1E). Six of the miRNAs assessed (mmu-miR-18a-5p, -21a-5p, -155-5p, 188-5p, -223-3p and -449a-5p) were significantly increased following OVA sensitization and challenge (Fig 1D). All 6 of these miRNAs decreased following DEX treatment, demonstrating steroid-sensitivity (Fig 1D). Two of the assessed miRNAs (mmu-miR-144-3p and -451a) were increased in response to DEX treatment (Fig 1E). 

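On the arrays, miR-146a-5p had a mean log2 signal of 10.58 ± 0.175 (SD, n = 6) in OVA/OVA and 10.79 ± 0.052 (SD, n = 2) in PBS/PBS. The difference was -0.21 (SE 0.141, limma adjusted p = 0.272). For miR-221-3p, the means were 9.32 ± 0.132 (SD, n = 6) and 9.18 ± 0.027 (SD, n = 2), with a difference of 0.14 (SE 0.113, adjusted p = 0.364). Neither miRNA was called in any of the 5 comparisons. The direction for miR-221-3p changed with the scaling, to -0.40 with the percentile over all miRNAs, -0.96 without scaling and -0.15 with quantile normalization. MiR-146a-5p was called, at -1.31, only without scaling between arrays.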

We also assessed the expression levels of two miRNAs previously associated with lung disease (mmu-miR-146a-5p and mmu-miR-221) [24, 25], but could not detect differential expression in this study (data not shown). 

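Array values for the effect of DEX on the miRNAs measured by qPCR came from 6 OVA/OVA and 4 OVA/OVA DEX arrays. MiR-449a-5p was higher in OVA/OVA by 2.04 on the log2 scale (SE 0.272, limma adjusted p = 8.77e-05). The difference was 1.45 for miR-21a-5p (SE 0.178, adjusted p = 4.19e-05) and 1.24 for miR-18a-5p (SE 0.173, adjusted p = 0.000113). For miR-188-5p it was 1.66 (SE 0.549, adjusted p = 0.0212), but this miRNA was detected on 1 of 4 OVA/OVA DEX arrays, so the mean of that group is mostly signal not well above background and the size of the difference is uncertain. MiR-223-3p differed by 0.51 (SE 0.155, adjusted p = 0.0143), less than the 2-fold change a call required, and the arrays of the 2 groups overlapped. MiR-144-3p and miR-451a were lower in OVA/OVA, with log2 differences of -1.06 (SE 0.203, adjusted p = 0.001) and -1.04 (SE 0.196, adjusted p = 0.000903). Both fell short of a 2-fold change without OVA/OVA replicate 2, at -0.99 and -0.93, without OVA/OVA DEX replicate 1, at -0.91 and -0.95, and with quantile normalization, at -0.73 and -0.63.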

Importantly, qPCR-validated expression profiles closely matched our array data, confirming the validity of the observed alterations (Fig 1F). Taken together, we could successfully determine the lung miRNA expression profile and identify AAD-associated miRNA expression changes in the lung.

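Across the miRNAs tested, the log2 differences of OVA/OVA to PBS/OVA and of OVA/OVA to OVA/OVA DEX had a Pearson correlation of 0.851. This correlation is across miRNAs, which are not independent replicates, and both comparisons share the OVA/OVA arrays. Simulated unchanged groups that shared the arrays in the same way gave a median correlation of 0.406, with 95% of the values between 0.123 and 0.621. The simulated spread was independent between miRNAs and arrays. Some real arrays of different groups deviated together, so this range may be too narrow. From these profiles the paper concludes that miRNA expression changes associated with allergic airways disease were identified in the lung.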

### Identification of novel predicted targets of altered miRNAs

To identify potential mRNA targets of the differentially regulated miRNAs, we used miRSystem, an integrated database for target gene prediction [26]. For the 29 differentially expressed miRNAs identified in our model, an average of 198 target genes was predicted for each individual miRNA. However, *in silico* miRNA target prediction results in high numbers of false-positives [27]. As multiple miRNA binding sites can cooperatively mediate post-transcriptional regulation of target gene expression [28], we hypothesized that genes targeted by multiple differentially expressed miRNAs are most likely to be genuine targets. To investigate this possibility, we used miRSystem to assess overlapping target genes predicted to be regulated by multiple members of the 29 differentially expressed miRNAs.

Over 40% of the computated target genes (based on miRSystem) had predicted miRNA-binding sites for more than 1 of the 29 differentially regulated miRNAs, while ~20% had 3 or more predicted miRNA binding sites. A small number (44 target genes, representing just over 1% of all computated targets), had 6 or more predicted miRNA binding sites for the differentially expressed miRNAs (Fig 2A, Table 3). On average, the 44 candidate genes were targeted by 7 differentially expressed miRNAs each, of which 6 were upregulated and 1 was downregulated (Table 3).

**Fig 2:**
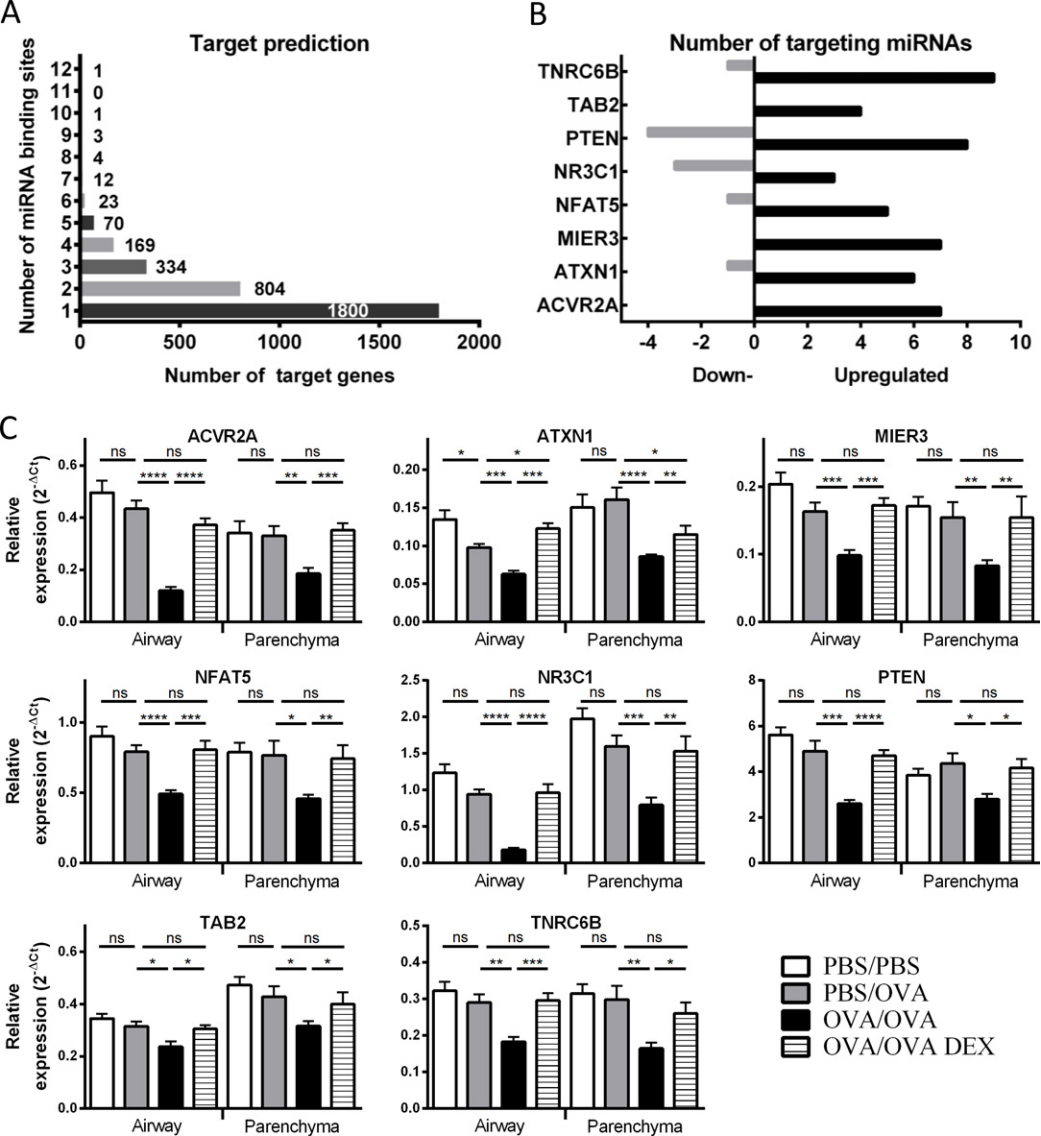
Predicted targets of altered miRNAs. Predicted target genes for the 29 differentially expressed miRNAs (based on miRSystem analysis) plotted against the number of predicted miRNA binding sites (A). Number of differentially expressed targeting miRNAs for 8 predicted target genes (change in OVA/OVA versus PBS/PBS) (B). qPCR assessment of 8 putative target genes in airway wall and parenchyma (C). Expression data is normalised relative to control HPRT. Error bars represent SEM (n = 6 animals/group). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by *, less than 0.01 by **, less than 0.001 by *** and less than 0.0001 by ****.

**Table 3:** Predicted target genes with multiple target sites. Genes with target sites for 6 or more of the 29 identified differentially regulated miRNAs. The number of targeting miRNAs that are upregulated and downregulated are shown as well as the difference.

Target gene	Gene description	Number of targeting miRNAs	Upregulated miRNAs	Downregulated miRNAs	Difference
**PTEN**	phosphatase and tensin homolog	12	8	4	+4
**TNRC6B**	trinucleotide repeat containing 6b	10	9	1	+8
**CPEB3**	cytoplasmic polyadenylation element binding protein 3	9	7	2	+5
**TBL1XR1**	transducin (beta)-like 1X-linked receptor 1	9	7	2	+5
**AAK1**	AP2 associated kinase 1	9	8	1	+7
**SYNCRIP**	synaptotagmin binding, cytoplasmic RNA interacting protein	8	7	1	+6
**ACSL4**	acyl-CoA synthetase long-chain family member 4	8	7	1	+6
**CSNK1G1**	casein kinase 1, gamma 1	8	7	1	+6
**SERTAD2**	SERTA domain containing 2	8	7	1	+6
**ZFP148**	zinc finger protein 148	7	5	2	+3
**ATXN1**	ataxin 1	7	6	1	+5
**BCL2L2**	BCL2-like 2	7	5	2	+3
**ZFP704**	zinc finger protein 704	7	5	2	+3
**MBNL1**	muscleblind-like 1 (Drosophila)	7	6	1	+5
**TMEM55B**	transmembrane protein 55b	7	7	0	+7
**ELAVL2**	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 2	7	4	3	+1
**RICTOR**	RPTOR independent companion of MTOR, complex 2	7	7	0	+7
**ACVR2A**	activin receptor IIA	7	7	0	+7
**NUFIP2**	nuclear fragile X mental retardation protein interacting protein 2	7	6	1	+5
**MIER3**	mesoderm induction early response 1, family member 3	7	7	0	+7
**MECP2**	methyl CpG binding protein 2	7	6	1	+5
**ZCCHC14**	zinc finger, CCHC domain containing 14	6	6	0	+6
**AFF4**	AF4/FMR2 family, member 4	6	4	2	+2
**TGFBR1**	transforming growth factor, beta receptor I	6	5	1	+4
**DCX**	doublecortin	6	5	1	+4
**CAMTA1**	calmodulin binding transcription activator 1	6	4	2	+2
**TCF4**	transcription factor 4	6	4	2	+2
**FBXO28**	F-box protein 28	6	5	1	+4
**SMG1**	SMG1 homolog, phosphatidylinositol 3-kinase-related kinase	6	6	0	+6
**RBM33**	RNA binding motif protein 33	6	4	2	+2
**FUBP1**	far upstream element (FUSE) binding protein 1	6	6	0	+6
**QK**	quaking	6	5	1	+4
**UBE2D3**	ubiquitin-conjugating enzyme E2D 3 (UBC4/5 homolog, yeast)	6	5	1	+4
**GSK3B**	glycogen synthase kinase 3 beta	6	5	1	+4
**PHF17**	PHD finger protein 17	6	5	1	+4
**IGF1R**	insulin-like growth factor I receptor	6	4	2	+2
**SOX6**	SRY-box containing gene 6	6	5	1	+4
**NR3C1**	nuclear receptor subfamily 3, group C, member 1	6	3	3	0
**NFAT5**	nuclear factor of activated T-cells 5	6	5	1	+4
**NF1**	neurofibromatosis 1	6	5	1	+4
**NAA50**	N(alpha)-acetyltransferase 50, NatE catalytic subunit	6	6	0	+6
**MLL1**	myeloid/lymphoid or mixed-lineage leukemia 1	6	4	2	+2
**SOX11**	SRY-box containing gene 11	6	4	2	+2
**TRIM2**	tripartite motif-containing 2	6	5	1	+4
	**Average**	7	6	1	+4

To determine whether our *in silico* approach predicted real changes in target mRNA expression levels, we characterised selected target genes in airway wall and parenchyma samples (Fig 2B and 2C). ACVR2A, MIER3, PTEN and TNRC6B have the highest number of putative binding sites for upregulated miRNAs (7 to 9) and ACVR2A, MIER3 and TNRC6B have the highest difference between up- and downregulated miRNAs (up to 8). The remaining 4 target genes were assessed based on previous literature: ATXN1 has been associated with asthma [29], NFAT5 is implicated in the regulation of proinflammatory cytokines [30], NR3C1 is a target for steroid-based asthma treatments [31] and TAB2 is a validated miR-155-5p target [32]. All 8 of the tested target genes were significantly downregulated in the OVA/OVA group in both airway wall and parenchyma and this difference was again sensitive to DEX treatment (Fig 2C). Taken together, our bioinformatic analysis identified novel asthma-associated genes that may be regulated by a network of differentially expressed miRNAs.

### Mir-155 is induced in allergic lung tissues and immune cells

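On the arrays, miR-155-5p had a mean log2 signal of 6.70 ± 0.371 (SD, n = 2) in PBS/PBS, 6.82 ± 0.378 (SD, n = 4) in PBS/OVA, 8.70 ± 0.485 (SD, n = 6) in OVA/OVA and 6.09 ± 0.433 (SD, n = 4) in OVA/OVA DEX. OVA/OVA was higher than PBS/PBS by 1.99 on the log2 scale (SE 0.34, limma adjusted p = 0.0018), which is 3.98-fold. With each array left out in turn, this difference stayed between 1.73 and 2.26. Without scaling between arrays it was 0.90 and was not called (adjusted p = 0.0881). With array brightness as a covariate, which was chosen after the data had been seen, it was 1.70 and was not called either (limma adjusted p = 0.0516). Over all alternatives the adjusted p lay between 0.000606 and 0.138, the highest with the exact Mann-Whitney test. Against PBS/OVA the difference was 1.87 (SE 0.269, adjusted p = 0.000336), which fell to 1.36 and was not called without scaling, and against OVA/OVA DEX it was 2.60 (SE 0.269, adjusted p = 1.58e-05). OVA/OVA DEX differed from PBS/PBS by -0.61 (SE 0.361, adjusted p = 0.661), which was not called, and the arrays of these groups overlapped. Among the 215 miRNAs detected on every PBS/PBS and OVA/OVA array, miR-155-5p ranked 4 by its change from PBS/PBS. Without PBS/PBS replicate 1 its rank was 9. With all arrays, the larger changes were 2.76 for miR-494-3p (SE 1.22, adjusted p = 0.103), 2.23 for miR-135b-5p (SE 0.291, adjusted p = 0.000377) and 2.08 for miR-139-3p (SE 0.705, adjusted p = 0.0453). Outside this ranking, miR-721 (2.99), miR-680 (2.28) and miR-877-5p (2.20) were also called with larger changes, but were not detected on every PBS/PBS array. MiR-494-3p is named because of its rank, after its value was seen, and it was not called in this comparison. By its change from PBS/OVA miR-155-5p ranked 2 among 215 miRNAs, behind miR-494-3p at 1.90 (adjusted p = 0.139, not called), and by its change from OVA/OVA DEX it ranked 2 among 206, behind miR-494-3p at 3.20 (adjusted p = 0.0139). These last ranks were chosen after the data had been seen. The differences between the changes from PBS/PBS and that of miR-155-5p were not tested, and each lies within the sum of the 2 standard errors.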

As miR-155-5p was the most differentially upregulated miRNA identified in our study (~5 fold-change in OVA/OVA versus control groups) and was reduced to baseline following steroid treatment, we chose miR-155-5p for further analysis. We detected increased levels of both pri-mir-155 and miR-155-3p transcripts in OVA/OVA mice (Fig 3A). The absolute expression level of miR-155-3p was much lower than miR-155-5p (Figs 1D and 3A). While miR-155-3p was reduced following DEX treatment, no change was detected in pri-mir-155 expression levels (Fig 3A).

**Fig 3:**
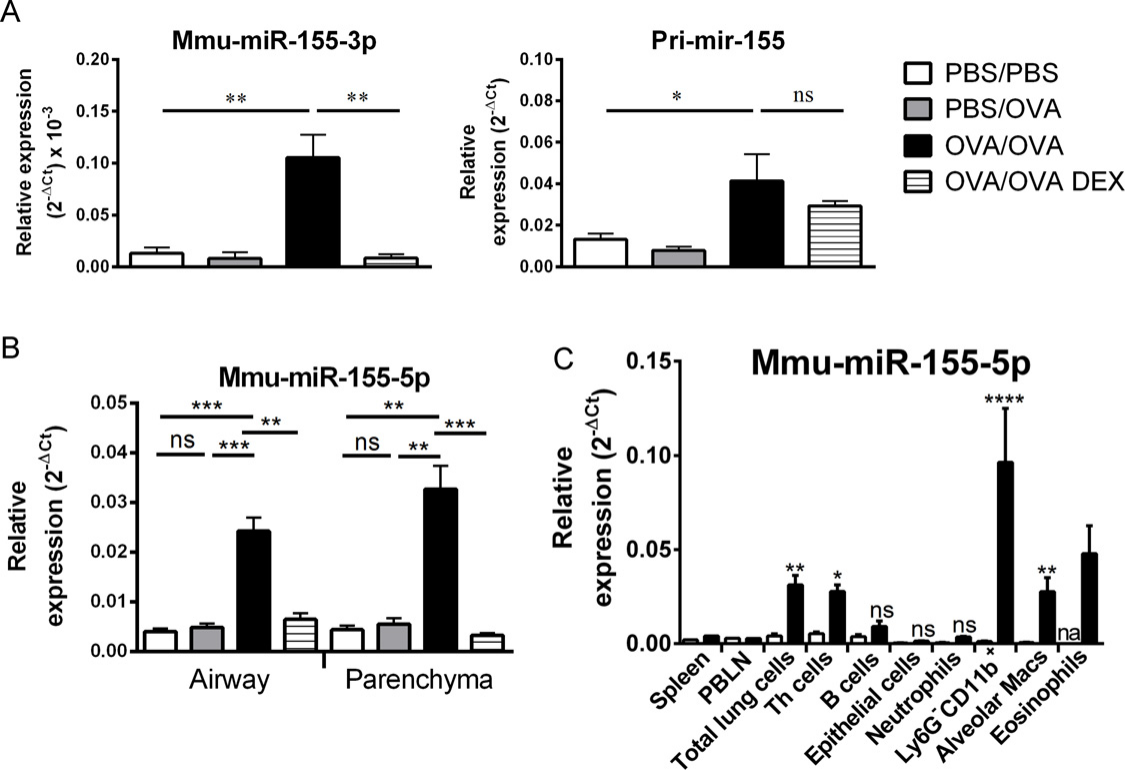
Mir-155 expression profiles in allergic lung tissues and isolated immune cells. qPCR assessment of expression levels for primary mir-155 and mature miR-155-3p in whole lungs from PBS/PBS, OVA/OVA and OVA/OVA DEX-treated mice (A). miR-155-5p expression levels assessed in the airway wall and parenchyma of PBS/PBS and OVA/OVA mice (B). miR-155-5p expression in spleen, PBLNs, total lung cells and FACS-sorted lung cell subsets (C). Th cells, B cells, epithelial cells, neutrophils, Ly6G^-^CD11b^+^ cells (predominantly DCs, macrophages and monocytes), alveolar macrophages (Macs) and eosinophils. See Table 4 for surface marker expression on the sorted cell populations. Expression data is normalised relative to sno202 for mature miRNAs and HPRT for primary mir-155. Error bars represent SEM for A and B (n = 8 animals/group). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by * and less than 0.01 by ** and less than 0.001 by ***.

We also performed experiments to assess which cell types express miR-155-5p in our model. In isolated airway wall and parenchymal tissue samples, similar expression levels of miR-155-5p were detected with significant increases in OVA/OVA mice (Fig 3B). There was no detectable change in miR-155-5p expression in the spleen or PBLN, although increased expression was confirmed in total lung cells (Fig 3C). In sorted lung cell populations (sorting strategy indicated in Table 4), increased miR-155-5p expression was detected in Th cells, Ly6G^-^CD11b^+^ cells (predominantly dendritic cell, macrophage and monocyte populations), and alveolar macrophages from OVA/OVA mice, compared to controls (Fig 3C). High miR-155-5p expression was also detected in eosinophils, with low expression observed in sorted epithelial cells and neutrophils (Fig 3C). These results clearly show that miR-155-5p is expressed by most haematopoietic cells in the lung and is upregulated in the context of allergic inflammation.

**Table 4:** Sorting strategy for different cell populations. Sorted cell populations were gated based on FSC (forward scatter), SSC (side scatter) and surface marker expression characteristics.

Identifier	Th cells	B cells	Epithelial cells	Neutrophils	Ly6G^-^CD11b^+^ cells	Alveolar Macs	Eosinophils
**FSC**	low	low		low	Int	high	low
**SSC**	low	low		Int	low	high	high
**CD45**	**+**	**+**	**-**	+	+	+	+
**B220**	-	**+**		Int	-	-	-
**CD4**	**+**	-		-	-	-	-
**CD8**	-	-		-	-	Int	-
**CD11b**	-	-		**+**	**+**	**+**	**+**
**CD11c**	-	-		Int	Int	**+**	**-**
**Epcam**			**+**				
**Ly6G**	-	-		**+**	**-**	Int	Int
**SiglecF**	-	-		-	-	**+**	**+**

### *In vivo* antagomir-based targeting of miR-155-5p decreases expression, but has no impact on AAD severity

MiR-155-5p is highly upregulated in OVA/OVA mice, highly expressed in infiltrating immune cell populations and has previously been shown to play key roles in inflammation [6, 33–35]. We therefore sought to assess its function *in vivo* using an antagomir (Ant-155). Intranasal administration of Ant-155 significantly reduced miR-155-5p levels both in airway wall and parenchymal tissue samples (Fig 4A), with no effect on miR-155-3p or pri-mir-155 (Fig 4B), compared to scrambled antagomir (Scramble)-treated controls. Antagomir administration reduced miR-155-5p levels to the levels detected in PBS/OVA animals.

**Fig 4:**
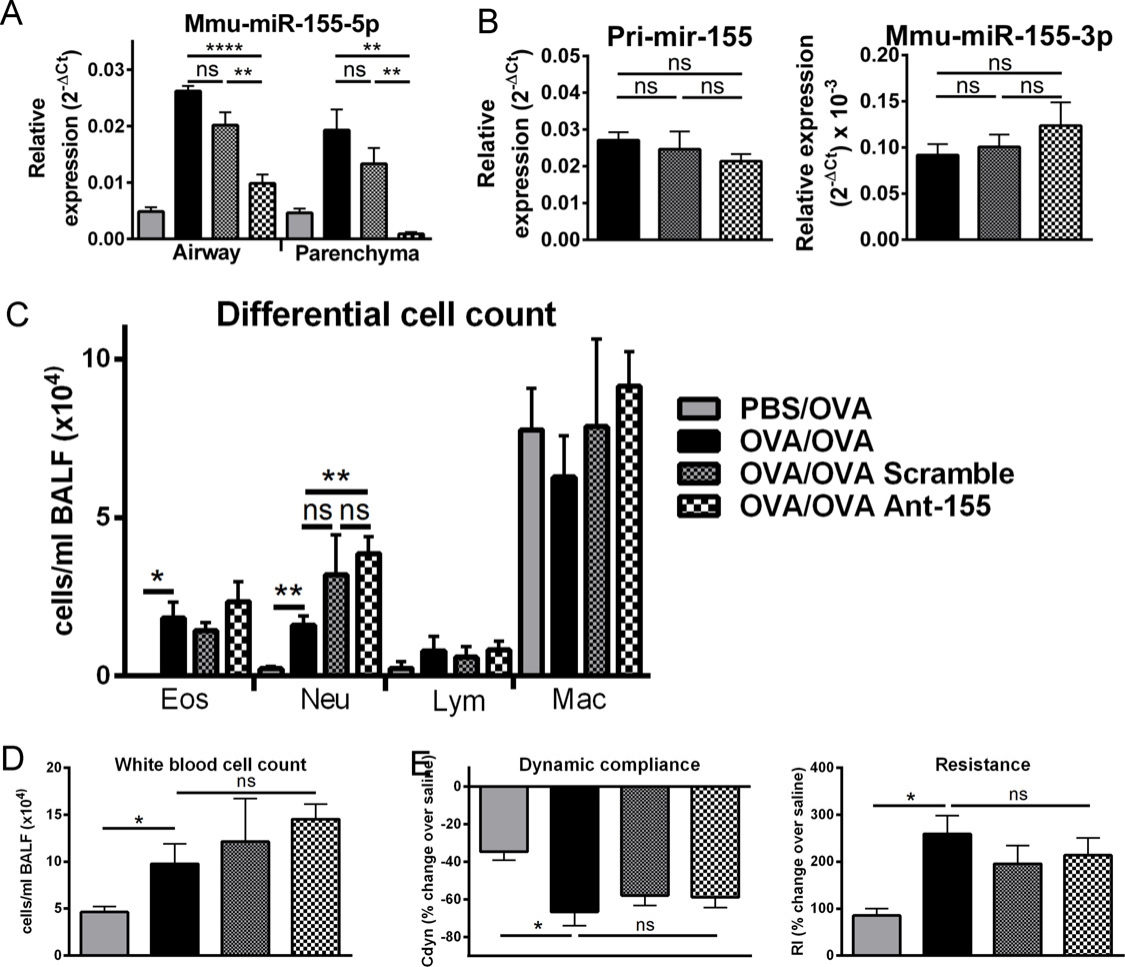
In vivo targeting of miR-155-5p with an antagomir effectively decreases expression but has no impact on disease. Expression of miR-155-5p in airway wall and parenchymal tissue samples of OVA/OVA mice treated with non-specific Scramble or miR-155-5p-specific Ant-155 (A). Primary mir-155 and mature miRNA miR-155-3p, in whole lungs of OVA/OVA mice treated with non-specific Scramble or miR-155-5p-specific Ant-155 (B). Expression data is normalised relative to sno202 for mature miRNAs and HPRT for primary mir-155. Eosinophil (Eos), neutrophil (Neu), lymphocyte (Lym) and macrophage (Mac) (C) and total cell numbers (D) in BALF from OVA/OVA mice treated with non-specific Scramble or Ant-155. Total lung resistance and dynamic compliance in response to 5 mg/ml inhaled methacholine in OVA/OVA mice treated with non-specific Scramble or Ant-155, presented as percentage change over baseline (saline) (E). Error bars represent SEM (n = 8 animals/group). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by *, less than 0.01 by ** and less than 0.0001 by ****.

Having established that intranasal Ant-155 treatment effectively reduced miR-155-5p levels *in vivo*, we examined the effect of Ant treatment on hallmark features of AAD. Ant-155 had no significant effect on immune cell infiltration into the broncho-alveolar space following allergen challenge (Fig 4C and 4D) or the development of methacholine-induced AHR (Fig 4E and Figure A in S2 Fig). While Ant treatment alone (Scramble versus OVA/OVA control) showed a tendency towards increased BALF neutrophils, there were no changes in neutrophil numbers following specific Ant-155 treatment (Ant-155 versus Scramble) (Fig 4C). Ant-155 treatment also had no effect on gene expression for key genes induced in our AAD model (IL-5, IL-13 and Muc5ac; Figure B in S2 Fig). Ant-155 treatment did have a small impact on expression of two predicted target genes (ACVR2A and TAB2; Figure C in S2 Fig). Taken together, we show effective and specific inhibition of miR-155-5p following intranasal antagomir administration, but failed to detect any discernible effect on AAD severity.

### Antagomir uptake differs across immune cell populations *in vitro* and *in vivo*

Recent literature using mir-155^-/-^ mice suggests a functional role for miR-155-5p in AAD, in particular CD4 T cells [18, 19]. Based on these findings, it was surprising that we failed to detect a phenotype in our model, despite specific inhibition of miR-155-5p. To better understand our differing results, weassessed whether Ant uptake is altered across lung cell subsets using a fluorescent antagomir. Granulocytes (SSC^hi^) exhibited high levels of uptake across all Ant concentrations *in vitro*, with nearly 100% of cells positive at 0.25 μM Ant (Fig 5A). In contrast, B220^+^ and CD4^+^ cells, exhibited lower uptake at comparable concentrations (Fig 5A). For B220^+^ cells, 1 μM Ant was required to obtain >75% positive fluorescence (Fig 5A). For CD4^+^ cells, 2 μM fluorescent Ant were necessary to obtain >80% positively-labeled cells (Fig 5A). Even at concentrations of 4 μM Ant, CD4^+^ cells exhibited lower antagomir uptake (based on MFI) than granulocytes treated with 0.25 μM Ant (Fig 5A). At the high doses of Ant required for CD4^+^ cell uptake (5 μM), we noticed significant impacts on cell viability and proliferation. Exposure to either non-specific Scramble or miRNA-specific Ant-155 significantly reduced CD4^+^ T cell proliferation, with a clear reduction in the numbers of CD4^+^ T cells that have divided 4 or more times in a CFSE-based proliferation assay (Fig 5B). This effect was also observed with other sequence-specific Ant (data not shown). Taken together, these results demonstrate that effective antagomir uptake is both dose- and cell type-dependent. While myeloid cells can be targeted effectively at low doses, targeting of lymphocytes (CD4^+^ T cells and B220^+^ B cells) is less efficient and effective uptake requires high concentrations that induce toxicity and inhibit cell proliferation.

**Fig 5:**
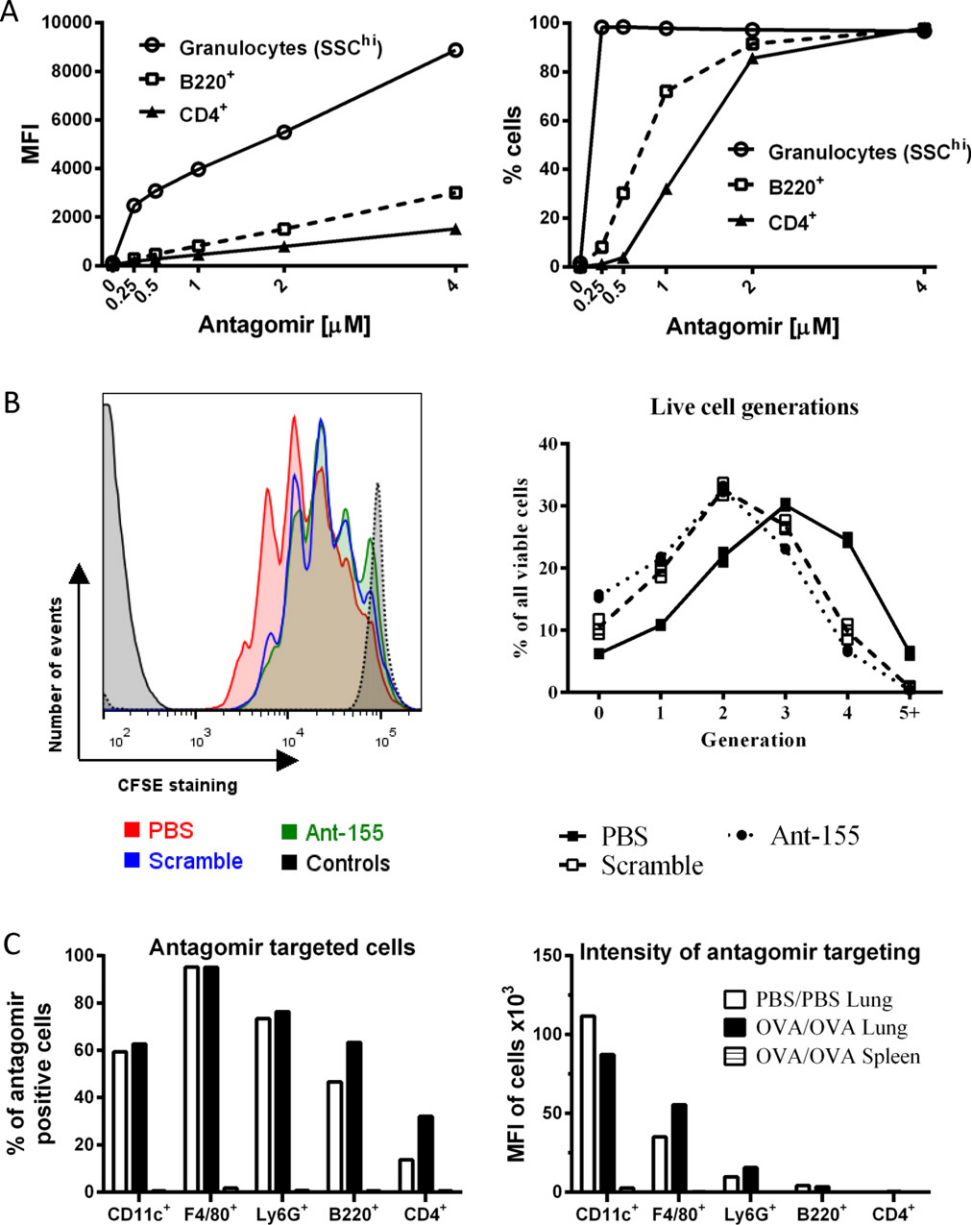
Antagomir efficiency varies across immune cell populations. Isolated lung cells were incubated with fluorescently (DY547)-labeled Ant at indicated concentrations for 1 hour. Mean fluorescent intensity and percentage of DY547^+^ cells for granulocytes (SSC^hi^), B220^+^ and CD4^+^ cells (A). CD4^+^ T cells were CFSE-labeled and cultured with 5 μM Ant for 3 days. Representative histogram plots and proliferation analysis for unlabeled and unstimulated, CFSE-labeled controls (Controls), PBS-treated (PBS) and Ant-treated (either Scramble or Ant-155) CD4^+^ T cells (B). Representative graphs from 3 independent experiments. Error bars SEM (n = 3 replicates/group). Fluorescently-labeled Ant uptake by lung immune cells *in vivo* following intranasal Ant administration (C). Mean fluorescent intensity and percentage of DY547^+^ cells for CD11c^+^, F4/80^+^, Ly6G^+^, B220^+^ and CD4^+^ cell populations.

To determine whether similar differences in uptake occur *in vivo*, we also administered fluorescently-labeled Ant intranasally to either control or OVA-sensitized/challenged mice. Similar to our findings *in vitro*, Ant fluorescence levels were high in CD11c^+^, F4/80^+^ and Ly6G^+^ populations (representative of DCs, macrophages and neutrophils, respectively) (Fig 5C). However, MFI was particularly low across all lymphocyte populations (B220^+^ and CD4^+^ representative for B cells and T cells) and CD4^+^ cells in particular exhibited low percentages of fluorescent Ant-positive cells (Fig 5C). No fluorescence was detected in spleen immune cells, suggesting that intranasal administration of Ant remains limited to the lung (Fig 5C).

We have also assessed the uptake of fluorescent Ant in blood, liver and lung immune cells following intranasal administration in naïve mice. A single dose of 50 μg Ant resulted in lower uptake in blood and liver immune cells compared to the lung, both in terms of percentage of stained cells as well as fluorescent intensity (Figures A and B in S3 Fig). Similarly to the lung, we again observed lower percentages of fluorescent Ant-positive lymphocytes in the blood and liver. Noticeably, lung epithelial cells (CD45^-^Epcam^+^) also show good uptake of Ant (Figures C and D in S3 Fig). Taken together, we show that intranasal Ant delivery effectively targets myeloid and dendritic cell populations in the lung, but has limited ability to target lung lymphocytes and remains largely restricted to cells within the lung.

## Discussion

Current knowledge on the role of miRNAs in asthma pathogenesis remains limited. One previous study has used an acute OVA-induced model of AAD (aerosol delivery and challenge over a 7-day timecourse), but failed to identify alterations in miRNAs previously identified in other mouse models of AAD (including let-7b, miR-21 or miR-145) [36]. Our assessment identified 29 differentially expressed miRNAs, approximately 13% of all expressed miRNAs (228 total), comparable to the percentage of altered genes found in previous mRNA profiling studies [37–39]. The majority of the altered miRNAs (22 of 29) were increased in disease, suggesting a general upregulation of miRNA expression in our model of AAD.

Most of the differentially expressed miRNAs identified (26 of 29) were sensitive to DEX treatment. This is similar to data from asthmatic patient samples where the majority of differentially expressed miRNAs in airway epithelial cells are at least partially restored upon steroid treatment [9]. Steroids have an anti-inflammatory effect and may regulate miRNA expression in the lung either directly or indirectly (e.g. by decreasing lung inflammation and immune cell infiltration). The latter is particularly relevant for miRNAs expressed at high levels in inflammatory cells, such as miR-155-5p [40].

Interestingly, 5 of the 29 differentially expressed miRNAs identified in our study (let-7d-3p, miR-18a-5p, -21a-5p, -155-5p and -223-3p) have previously been implicated in inflammatory diseases [6, 14, 15, 18, 33, 41–45]. Furthermore, there is evidence for a contribution of let-7, mir-21 and mir-155 in AAD [12–15, 17–19]. Conflicting results have been reported for the role of let-7 in AAD, which may be explained by varying approaches employed to target let-7 expression (e.g. let-7 family inhibitor vs. let-7 mimic vs. let-7b specific inhibitor) as well as differences in the studied models (e.g. OVA vs. HDM) [14, 15, 17].

Based on the identified differentially expressed miRNAs, we performed computational predictions of miRNA-gene interactions to identify potential downstream targets. To limit prediction variability, we used miRSystem, which requires at least three different algorithms to predict the same miRNA-target gene interaction and importantly, also includes experimentally verified targets [26]. To provide further stringency, we focused on genes predicted to be targeted by more than one of the differentially expressed miRNAs. This approach identified 44 genes that were predicted to be targeted by at least 6 of the 29 identified miRNAs.

From the list of 44 predicted target genes, we analysed the expression of 8 genes (ACVR2A, ATXN1, MIER3, NFAT5, NR3C1, PTEN, TAB2 and TNRC6B). As predicted, all 8 target genes were significantly downregulated in OVA/OVA mice. Importantly, our analysis demonstrated changes in all tested targets, contrary to the high false-positive rates that typically occur using *in silico* target prediction [27]. To date, *in silico* target prediction rarely accounts for multiple miRNA binding sites in predicted target genes, despite evidence suggesting that multiple miRNA binding sites per target gene are common and the potential for synergistic regulation of miRNA target genes [46–50]. As such, we suggest that using combinatorial *in silico* target prediction may be useful at identifying true targets in other miRNA profiling studies.

Three of the predicted target genes, namely ATXN1, NR3C1 and PTEN, have previously been associated with asthma [29, 31, 51–57]. ATXN1 regulates extracellular matrix remodeling and lung alveolarization [29]. ATXN1 was significantly reduced in OVA/OVA mice, suggesting that miRNA-mediated inhibition of ATXN1 may contribute to remodeling in this model of AAD. NR3C1, also known as glucocorticoid receptor (GR), binds to GR-response elements (GRE) and activates transcription of GRE-controlled genes [31, 58]. GR translocation suppresses inflammatory gene expression and glucocorticoids are a main-stay treatment in severe asthmatic disease [31]. Of the 6 differentially regulated miRNA predicted to target NR3C1, two (miR-18a and miR-142-3p) have previously been shown to target NR3C1 directly [59–63]. While PTEN is best characterised as a cancer-related gene, it is also proposed to regulate of asthma pathogenesis [54–57, 64, 65]. PTEN protein levels are reduced in the lungs of allergen challenged mice, which correlates with increased PI3K activity [55].

The remaining predicted target genes (ACVR2A, MIER3, NFAT5, TAB2 and TNRC6B) are poorly studied. ACVR2A is a receptor kinase in the activin signaling pathway that regulates proliferation and is directly targeted by miR-29b and miR-181a [66–68]. MIER3 is a protein with no known function. NFAT5 is a member of the NFAT/Rel family of transcription factors [69] that regulates the production of proinflammatory cytokines [30]. TAB2 is targeted by miR-23b and miR-155 [32, 70] and while no role for TAB2 has been identified in asthma, it is an adaptor in the TLR/IL-1 signaling cascade and may regulate inflammation in asthma [32]. TNRC6B associates with Argonaute proteins and promotes miRNA target gene regulation [71–73]. The finding that TNRC6B may also be regulated by miRNAs, suggests a potential feedback loop whereby altered miRNA expression may impact on miRNA-mediated regulation processes in AAD.

Our findings provide novel insight into the complex regulatory networks underlying AAD and identify several differentially expressed target genes not previously associated with asthma, which may provide insights into disease mechanisms. More broadly, our findings highlight the impact of multiple altered miRNAs on individual genes and the utility of considering overlapping miRNA expression to better identify targets. It remains to be determined experimentally whether our identified target genes are directly targeted by individual miRNAs. Furthermore, our target prediction is based on samples from whole lung and its interpretation is complicated due to significant changes to the cellular composition in OVA/OVA lungs. Increased expression of miR-155-5p in Th cells, DC and macrophage populations as well as high expression in infiltrating eosinophils in OVA/OVA mice is likely to contribute to the observed increases in total lung. Similarly, predicted target gene expression may be altered by both altered expression levels in lung cells as well as the influx of immune cells. Further experiments are necessary to determine how miRNAs regulate these *in silico* identified target genes, whether they are direct miRNA targets and whether they contribute directly to asthma pathogenesis.

MiR-155-5p was the most differentially regulated miRNA identified in our study (~5 fold-change in OVA/OVA versus control groups), was sensitive to steroid treatment and highly expressed in infiltrating eosinophils and increased in Th cell, DC and macrophage populations in the lung. MiR-155-5p is increased in hematopoietic cells following activation of B cells, T cells, macrophages and DCs [41, 74, 75] and has been implicated in various inflammatory diseases, including rheumatoid arthritis, multiple sclerosis, inflammatory bowel disease and atopic dermatitis [33, 35, 76–78]. MiR-155 is also increased in the nasal mucosa of allergic patients with asthma [10] and airway smooth muscle cells from asthmatic patients [11]. Recently, mir-155^-/-^ mice (which lack pri-mir-155, miR-155-5p and miR-155-3p) were shown to have decreased lung inflammation in models of AAD [18, 19]. However, the protective effect was not complete and the impact on lung function and lung remodeling was not assessed. The latter is of interest, as mir-155^-/-^ mice develop spontaneous lung remodeling with age [79]. Based on these previous studies, we assessed whether mature miR-155-5p plays a role in our model and whether inhibitor-based treatment could alter disease pathology.

Although the exact mechanism of Ant uptake into cells is unknown, work by Krutzfeldt *et al*. has shown that the chemical properties of antagomirs (increased lipophilicity due to a cholesterol tag at the 3’-end) are responsible for the cellular uptake into cells [80]. Systemic Ant-mediated targeting of miRNA function *in vivo* results in effective, specific, long-lasting silencing in many tissues [80, 81]. We and others have previously established that intranasal administration of Ant effectively inhibits miRNA function in the lung [16, 17, 20, 82]. Intranasal Ant-155 administration resulted in specific inhibition of miR-155-5p in both the airway wall and parenchymal tissue samples. This was accompanied by slight increases in two predicted targets of miR-155-5p (ACVR2A and TAB2) although expression remained below levels in control animals. Three other predicted targets (MIER3, NFAT5 and TNRC6B) were not altered following Ant-155 administration. The overall efficacy of Ant-mediated knockdown of miR-155-5p was incomplete and comparable to levels detected in PBS/OVA animals and had no discernible therapeutic effect on hallmark features of disease such as AHR, inflammation or mucus production. Importantly, neither pri-mir-155 nor miR-155-3p expression levels were altered following Ant-155 delivery, suggesting highly specific targeting of mature miR-155-5p. This is different from other studies that have targeted the mir-155 gene using knockout mice or precursor molecules, which alter 5p and 3p mature miRNAs and the precursor miRNA (pri-miR-155) systemically [18, 19, 33, 79, 83]. These differences in experimental approach may explain why we failed to observe any impact of Ant-155 administration on AAD.

Antagomir studies have mainly investigated whole tissue rather than investigating specific cell types [16, 17, 81, 84–86]. Little is known about the pharmacokinetics and distribution of Ant uptake following intranasal administration of Ant. *In vitro*, administered Ant was quickly internalized by cells but uptake efficiency varied greatly across different cell types. Myeloid cells (including macrophages and neutrophils) exhibited higher levels of Ant uptake compared to lymphocytes. Similarly, *in vivo*, myeloid cells in the lung exhibited high levels of fluorescent Ant uptake, while lymphocytes, in particular T cells, exhibit poor uptake. This cellular specificity was also observed in the blood and liver. Furthermore, immune cells in the blood and liver displayed much lower overall Ant uptake compared to lung immune cells, highlighting the tissue-specificity of the intranasal delivery route. We also observed efficient Ant uptake in lung epithelial cells, which expressed miR-155-5p at very low levels and showed no altered expression in our AAD model. This suggests that miR-155-5p in epithelial cells may not play a functional role in AAD. The differential Ant uptake across different lung cell types may explain why we failed to achieve a complete reduction in miR-155-5p with Ant-155 treatment.

Variability in Ant-mediated cell targeting could also explain the differences between our study and the partial protection from AAD observed in mir-155^-/-^ mice [18, 19]. Specifically, this difference may be driven by a functional role for miR-155-5p in lymphocyte function, which would be altered in mir-155^-/-^ mice, but not following Ant-155 administration. This hypothesis is supported by many studies showing a role for mir-155 in lymphocyte function and disease pathogenesis in bacterial and viral infections and lymphocyte-driven diseases such as EAE and RA in mir-155^-/-^ mice [79, 87–93]. We therefore speculate that the specific targeting of miR-155-5p in lymphocytes, in particular T cells may have a positive therapeutic benefit in the studied model of AAD. Recently, this has been shown to be the case in a HDM model of AAD, where mixed bone-marrow chimeras with mir-155-deficient T cells were partially protected from developing allergic airway inflammation and directly targeting mir-155 in Th2 cells prevented the development of Th2-mediated AAD [19]. However, the protective effect was not as pronounced as in mir-155^-/-^ mice, suggesting that other cell types also contribute to a protected phenotype. Furthermore, Okoye *et*.*al*. identified that T cell-intrinsic mir-155 was required for efficient Th cell recruitment to the lungs in this model of AAD [19]. In agreement with these findings, Malmhall *et*.*al*. also provide evidence for deficient Th2 cell differentiation and reduced numbers of lung Th cells in mir-155^-/-^ mice subject to a mouse model of AAD [18]. In contrast to mir-155^-/-^ mice, specific targeting of miR-155-5p in the lung with intranasal Ant delivery would not be able to prevent the recruitment of Th cells to the lung. Importantly, the use of mir-155^-/-^ mice does not answer the question whether mir-155 function is required during sensitization, challenge or both phases of AAD development. Taken together, these findings suggest that mir-155 function in T cells is largely responsible for the protective phenotype that is observed for mir-155^-/-^ mice in models of AAD.

## Summary

The current study provides insight into alterations in miRNA expression and their potential role in the pathogenesis of allergic asthma, using a mouse model of AAD. We successfully characterised the mouse lung miRNAome and identify novel gene changes following allergen challenge. While targeting of miR-155-5p with a specific antagomir resulted in specific inhibition *in vivo*, it failed to alter the disease phenotype. We propose that this lack of protection may result from the observed variation in antagomir uptake, with efficient uptake in myeloid cell populations and poor uptake in lymphocytes. Taken together, this study provides novel insight into the complex molecular processes underlying allergic asthma and the limitations of targeting miRNAs with antagomir-based strategies. The implications of our results also have important consequences on the interpretation of study results using Ant-based treatments.

## Supporting Information

S1 Fig Characterisation of the murine model of allergic airways disease. Total lung resistance and dynamic compliance (percentage change over baseline (saline)) in response to inhaled methacholine in PBS/OVA, OVA/OVA and OVA/OVA DEX-treated mice (A). Total BALF white blood cell and differential eosinophil (Eos), neutrophil (Neu), lymphocyte (Lym) and macrophage (Mac) counts (B). Mucus secreting cell (MSC) and eosinophil counts per 100μm high power field in lung tissue sections (C). IL-5, IL-13 and Muc5ac mRNA expression levels in airway wall and parenchyma by qPCR (D). Expression data normalised to housekeeping HPRT control RNA levels. Error bars represent SEM (n = 6 animals/group). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by *, less than 0.01 by **, less than 0.001 by *** and less than 0.0001 by ****.
(TIF) Click here for additional data file.

S2 Fig Ant-155 administration has no effect on AHR and Th2 or target mRNA expression. Total lung resistance and dynamic compliance (percentage change over baseline (saline)) in response to inhaled methacholine in OVA/OVA treated with non-specific Scramble or miR-155-5p-specific Ant-155 (A). IL-5, IL-13 and Muc5ac mRNA expression levels in airway wall and parenchyma tissue by qPCR (B). ACVR2A, MIER3, NFAT5, NR3C1, PTEN, TAB2 and TNRC6B mRNA expression levels in whole lung tissue samples by qPCR (C). Expression data is normalized to control RNA HPRT. Error bars represent SEM (n = 8 animals/group). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by *.
(TIF) Click here for additional data file.

S3 Fig Ant uptake in blood, liver and lung. Ant uptake by blood, liver and lung cells following *in vivo* Ant administration. 50 μg of DY547-labeled Ant was administered intranasally and uptake determined in single cell preparations from blood, liver and lung after 24 h. Percentage of DY547^+^ cells of CD4^+^, B220^+^ and CD11b^+^ cell populations is shown (A). Mean fluorescent intensity of CD4^+^, B220^+^ and CD11b^+^ cell populations is shown (B). Percentage of DY547^+^ (C) and mean fluorescent intensity (D) of lung epithelial cells (CD45^-^Epcam^+^) in the lung is shown. Error bars represent SEM (n = 3). Mann-Whitney test was used to compare two groups with another. P values of less than 0.05 are indicated by *.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

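MiRNA expression was measured in whole lungs of mice of 4 groups, PBS/PBS, PBS/OVA, OVA/OVA and OVA/OVA DEX, with 2, 4, 6 and 4 Agilent 1-colour miRNA arrays. The authors deposited the scanner output of each array, in which the Feature Extraction software gives the intensity of each spot with its local background subtracted and without normalization between arrays, together with flags for detection, saturation and outlying spots. The authors also deposited processed log2 values of the same arrays, which equal the log2 total signal of a miRNA shifted by a constant per array for most miRNAs. The shift is not described in the paper's text. The values were used as an alternative only, for the 176 miRNAs, 15 of them in Table 2, that could be matched to the scanner output within 0.15 on the log2 scale.

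Each array held 13000 spots and 1857 probes for 611 mouse miRNAs and 39 viral miRNAs, and 0 spots were saturated. Control spots and spots with an outlier flag were left out. The remaining spots of a probe were averaged and the probes of a miRNA summed. Each array was divided by its 75th percentile over the 206 mouse miRNAs detected on all arrays. Scaled signals below 2.61, the median over arrays of the lowest signal of a detected miRNA, were set to that value, and log2 was taken. A detected miRNA can therefore lie at this floor. Viral miRNAs were not tested.

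Group means were fitted over all 16 arrays with limma 3.58.1 in R 4.3.3, with its empirical Bayes moderated test and Benjamini-Hochberg adjustment over the 266 miRNAs detected on every array of at least 1 group. The comparisons were PBS/OVA with PBS/PBS, OVA/OVA with PBS/PBS, PBS/OVA and OVA/OVA DEX, and OVA/OVA DEX with PBS/PBS. A call required an adjusted p under 0.05 and a change of at least 2-fold. Leaving out 1 PBS/PBS array leaves that group with 1 array, which is then assumed to vary like the arrays of the other groups. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

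The miRNAs named are the 29 of Table 2, other miRNAs that the paper names and that are on the array, and for each comparison up to 5 further called miRNAs outside Table 2 with the largest changes whose arrays do not overlap between the groups. This rule, the comparisons between groups with their tests, and the following alternatives were set before the data were examined. The alternatives were the percentile over all miRNAs, no scaling between arrays, quantile normalization, normexp background correction, the total gene signal, the mean over probes, the deposited processed values, other detection filters, other floors, the slide or the replicate number as a block, another variance model, only the compared groups in the fit, other tests and thresholds, other settings of the clustering, and leaving out each array in turn. Normexp had been planned on the mean spot signal and was applied to the median spot signal instead, which departs from the plan. Scaling by control spots and the array brightness as a covariate were added after the data had been seen.

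The fit was tested on simulated data, with 50 of 266 miRNAs changed in OVA/OVA. It recovered 80% of them against PBS/PBS, 92% against PBS/OVA and 94% against OVA/OVA DEX, with 0, 0 and 1 false calls, and 1 false call between OVA/OVA DEX and PBS/PBS. The simulated changes were larger than the 2-fold limit of a call, and the spread was independent between miRNAs and arrays. These rates therefore do not hold for changes near that limit or for shifts shared by an array. Lists of miRNAs of red cells, haematopoietic cells, endothelium, ciliated epithelium, epithelium, striated muscle and smooth muscle, and of the clusters of miR-188 on the X chromosome and of miR-17, were written beforehand. The qPCR, antagomir and flow cytometry experiments were not analysed here.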

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

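The tests of a mislabelled sample, of dim signals and of striated muscle RNA were chosen only after the result was seen.

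Among 138 groups of 4 or 6 arrays examined, 1 for each miRNA named and group, 13 had an array far from the others, and chance alone gives about 1 in 20, or 6.9. PBS/OVA replicate 2 accounted for 6 of them. Its log2 signal was 12.87 for miR-1224-5p (other PBS/OVA arrays 9.10 to 9.39), 8.20 for miR-188-5p (4.97 to 5.14), 8.52 for miR-1897-5p (5.09 to 5.45), 5.59 for miR-379-5p (3.63 to 3.96) and 9.21 for mmu-miR-689_v15.0 (6.11 to 6.36). For miR-10a-3p it was lower, at 3.09 (4.58 to 4.83). A sample of OVA/OVA under a wrong label was tested as a possible explanation. It would need the miRNAs with the clearest difference between the groups to lie in the OVA/OVA range. In this array miR-155-5p was 7.02, within the range of the other PBS/OVA arrays and below the lowest OVA/OVA array at 8.06. MiR-18a-5p at 6.26 and miR-223-3p at 11.38 were also below the lowest OVA/OVA arrays, at 6.93 and 12.27. MiR-21a-5p, at 15.77, was above the other PBS/OVA arrays (14.98 to 15.32) and just below the lowest OVA/OVA array at 15.80. These values argue against a wrong label. What raised the other miRNAs in this array stays open, and no biological explanation was tested.

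The other arrays far from their group were single ones. MiR-135b-5p was 7.35 in PBS/OVA replicate 4 (others 6.36 to 6.52). In OVA/OVA DEX replicate 2, miR-135a-1-3p was 3.55 (4.55 to 4.74) and miR-877-5p was 1.55 (3.66 to 3.87), the latter not detected on any array of that group. MiR-145-5p was 6.70 in OVA/OVA replicate 2 (6.19 to 6.35) and miR-342-5p was 4.66 in OVA/OVA replicate 5 (5.13 to 5.33). In OVA/OVA replicate 4, miR-151-3p was 3.17 and miR-30c-1-3p was 3.25, whereas the other OVA/OVA arrays were at the floor of 1.39. OVA/OVA replicate 4 was the brightest array of its group, with a summed signal of 468253. No explanation was tested for these arrays.

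Several miRNAs that the paper does not list in Table 2 were called. In OVA/OVA compared to PBS/PBS, miR-30c-1-3p differed by -2.12 on the log2 scale, miR-151-3p by -2.09, miR-153-3p by -1.84, miR-133a-3p by -1.13 and miR-133b-3p by -1.11. The first 3 were detected on 1, 4 and 2 of 6 OVA/OVA arrays and were at the floor on 5, 5 and 4, so the size of their change depends on the floor. Compared to PBS/OVA, miR-151-3p differed by -2.10 and miR-31-3p by -1.14, the latter detected on 2 of 6 OVA/OVA arrays. Compared to OVA/OVA DEX, miR-10a-3p differed by -2.12 and miR-153-3p by -1.83, while mmu-miR-689_v15.0 was higher by 1.60, miR-342-5p by 1.41 and miR-379-5p by 1.11. MiR-10a-3p was detected on 2 of 6 OVA/OVA arrays, and miR-342-5p and miR-379-5p on 2 and 2 of 4 OVA/OVA DEX arrays. These calls were not stable. Leaving out either PBS/PBS array removed all 5 calls against PBS/PBS, with adjusted p between 0.0596 and 0.2. MiR-133a-3p fell below 2-fold without OVA/OVA replicate 3, at -0.99, and miR-133b-3p was not called without OVA/OVA replicate 2, 3 or 6, at -1.06, -0.96 and -0.99. MiR-379-5p was not called without OVA/OVA DEX replicate 4, at 0.93. The call of mmu-miR-689_v15.0 was lost without OVA/OVA replicate 2, 3 or 6, at 1.57, 1.29 and 1.52, and without any single OVA/OVA DEX array, at 1.46 to 1.68. MiR-379-5p and mmu-miR-689_v15.0 were also not called with the percentile over all miRNAs, without scaling and with quantile normalization, miR-342-5p was not called without scaling, and miR-133b-3p was not called with quantile normalization. With array brightness as a covariate, which was chosen after the data had been seen, none of the 5 calls against PBS/PBS was made. Normexp background correction removed all of these calls, and for miR-30c-1-3p, miR-151-3p, miR-153-3p, miR-31-3p and miR-10a-3p it changed the direction, for example to 0.86 for miR-30c-1-3p.

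A candidate explanation for the miRNAs called lower than in PBS/PBS is dim signals lost on the dimmer OVA/OVA arrays. Of the 6 such miRNAs other than miR-133a-3p and miR-133b-3p, 1 was still called with the floor at the 5th percentile. It was miR-34c-3p, which is named after its value was seen. The total over all 8 miRNAs with that floor was known before the test was written down, and a higher floor removes small signals whatever their cause, so dim signals and a biological decrease cannot be told apart for these miRNAs.

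For miR-133a-3p and miR-133b-3p, the loss of dim signals is excluded, since both were detected on all OVA/OVA arrays with a lowest log2 signal of 6.15, above the floor. A varying amount of striated muscle RNA in the lung samples may explain their spread. The deviations of miR-133a-3p and miR-1a-3p from their group means had a Pearson correlation of 0.929 (permutation p = 1e-05, the smallest that the permutations can give) and a Spearman correlation of 0.924 (permutation p = 1e-05) over 16 arrays. Pearson's correlation was 0.886 without the 2 arrays farthest from the median, 0.814 on slide 1 and 0.968 on slide 2. It was the only pair tested. The correlation is within groups and does not show why OVA/OVA was lower. A biological change of miR-133 in the lung was not tested.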

How the results depend on the processing

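Scaling by control spots and the array brightness as a covariate were chosen only after the data had been seen, as was the comparison of dim with bright miRNAs, and the other alternatives below were planned. In the following, splits are given as higher and lower in the first group named, and the cause was not tested unless it is stated.

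The scaling between arrays changed the balance of higher and lower calls. Relative to the scaling used, the median log2 difference over all miRNAs between OVA/OVA and PBS/PBS moved by -0.54 with the percentile over all miRNAs, -1.10 without scaling, -0.28 with quantile normalization and -0.66 with control spots, and between OVA/OVA and OVA/OVA DEX by -0.22, -0.29, -0.14 and -0.56. Such a shift moves miRNAs across the 2-fold limit by construction. With the percentile over all miRNAs, the calls were 37 (7 higher and 30 lower) for OVA/OVA compared to PBS/PBS, 8 (2 higher and 6 lower) compared to PBS/OVA and 36 (18 higher and 18 lower) compared to OVA/OVA DEX. Without scaling they were 156 (3 higher and 153 lower), 3 (0 higher and 3 lower) and 23 (13 higher and 10 lower), with 0 for PBS/OVA compared to PBS/PBS and 1 for OVA/OVA DEX compared to PBS/PBS. Quantile normalization gave 18 (5 higher and 13 lower), 12 (5 higher and 7 lower) and 29 (17 higher and 12 lower), with 0 for PBS/OVA compared to PBS/PBS. Control spot scaling gave 42 (6 higher and 36 lower), 18 (1 higher and 17 lower) and 56 (11 higher and 45 lower), with 0 for PBS/OVA compared to PBS/PBS and 64 miRNAs differing among the 4 groups. With array brightness as a covariate, 5 (5 higher and 0 lower) were called compared to PBS/PBS and 0 for PBS/OVA compared to PBS/PBS.

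Normexp background correction gave 30 (30 higher and 0 lower) calls for OVA/OVA compared to PBS/PBS, 2 (2 higher and 0 lower) compared to PBS/OVA, 7 (5 higher and 2 lower) compared to OVA/OVA DEX and 0 for PBS/OVA compared to PBS/PBS, with 16 miRNAs differing among the 4 groups and 7 miRNAs of Table 2 at least 2-fold different between OVA/OVA and OVA/OVA DEX. The deposited processed values cover fewer miRNAs, which lowers counts by construction. They gave 8 (7 higher and 1 lower), 7 (7 higher and 0 lower), 12 (9 higher and 3 lower) and 0 calls in the same order, 14 miRNAs differing among the 4 groups, 13 miRNAs of Table 2 at least 2-fold different between OVA/OVA and OVA/OVA DEX and 12 higher in OVA/OVA than in PBS/PBS. The total gene signal gave 2 calls between OVA/OVA DEX and PBS/PBS. With miRNAs detected on every array only, which tests fewer of them, 8 (7 higher and 1 lower) were called compared to PBS/OVA and 19 (15 higher and 4 lower) compared to OVA/OVA DEX. With no detection filter, 611 miRNAs were tested and 0 were called between PBS/OVA and PBS/PBS.

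Without the requirement of a 2-fold change, 67 (35 higher and 32 lower) miRNAs passed for OVA/OVA compared to PBS/PBS, 84 (39 higher and 45 lower) compared to PBS/OVA and 142 (56 higher and 86 lower) compared to OVA/OVA DEX, and 116 differed among the 4 groups. With an unadjusted limma p, 3 were called between PBS/OVA and PBS/PBS and 4 between OVA/OVA DEX and PBS/PBS. With only the 2 groups compared in the fit these numbers were 0 and 3. The exact Mann-Whitney test gave 4 calls unadjusted and 0 adjusted for OVA/OVA compared to PBS/PBS, and 0 unadjusted and 0 adjusted for PBS/OVA compared to PBS/PBS. The groups with 2 PBS/PBS arrays are too small for this test without ties, so these numbers say nothing about stability.

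Equal replicate numbers did not pair the arrays. Of 18 pairs with the same number in different groups, 3 had deviations from their group means that correlated above 0.1, with correlations from -0.793 to 0.403 and a median of -0.0505. The 74 pairs with unequal numbers had a median of -0.006. Some of them still deviated together, for example PBS/OVA replicate 4 and OVA/OVA DEX replicate 3 on the same slide, at 0.828. The main fit treats all arrays as independent. With the replicate block, 0 miRNAs were called between PBS/OVA and PBS/PBS, 18 between OVA/OVA and PBS/PBS, 15 between OVA/OVA and PBS/OVA and 39 between OVA/OVA and OVA/OVA DEX, and miR-155-5p ranked 8. Between OVA/OVA and PBS/PBS, miR-449a-5p was called with it, at 1.34.

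The rank of miR-155-5p by its change from PBS/PBS was 2 with quantile normalization, 2 with normexp, 2 with the deposited processed values and 8 with the slide as a block. The distance of PBS/PBS to PBS/OVA, as a share of the smallest distance of OVA/OVA to another group, was 0.545 with the total gene signal, 0.426 with the deposited processed values, 0.464 with 1 minus the Pearson correlation as the distance, 0.589 with all detected miRNAs and 0.815 with control spots. The correlation across miRNAs between the comparisons of OVA/OVA with PBS/OVA and with OVA/OVA DEX was 0.898 with the deposited processed values, 0.782 with miRNAs detected on at least 1 array and 0.781 with no detection filter.

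With each array left out in turn, calls ranged from 0 to 1 for PBS/OVA compared to PBS/PBS (0 without PBS/PBS replicate 1), from 10 to 33 for OVA/OVA compared to PBS/PBS (11 without PBS/PBS replicate 1 and 10 without PBS/PBS replicate 2), from 10 to 24 compared to PBS/OVA (24 without PBS/OVA replicate 2 and also without OVA/OVA replicate 4), from 28 to 41 compared to OVA/OVA DEX, and from 0 to 1 for OVA/OVA DEX compared to PBS/PBS (1 without PBS/OVA replicate 2 and 1 without OVA/OVA replicate 4). The miRNAs differing among the 4 groups ranged from 26 to 43, those of Table 2 at least 2-fold different between OVA/OVA and OVA/OVA DEX from 20 to 25, those higher in OVA/OVA from 22 to 23, and the miRNAs detected from 266 to 285. The share that describes the clustering ranged from 0.398 to 0.873, lowest without PBS/OVA replicate 2, the rank of miR-155-5p from 3 to 9 and the correlation from 0.724 to 0.92.

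Single values changed direction as follows. MiR-449a-5p, OVA/OVA compared to PBS/PBS, was -0.14 without scaling. MiR-503-5p, OVA/OVA DEX compared to PBS/PBS, was 0.27 with normexp. MiR-188-5p in the same comparison was -0.23 with the percentile over all miRNAs, -0.72 without scaling, -0.34 with quantile normalization, -1.45 with the total gene signal, -0.002 without OVA/OVA DEX replicate 1, -0.014 with control spots and -0.43 with brightness as a covariate. With each array left out in turn it ranged from -0.002 to 0.247. MiR-221-3p, OVA/OVA compared to PBS/PBS, was -0.40 with the percentile over all miRNAs, -0.96 without scaling, -0.15 with quantile normalization and -0.52 with control spots. For miR-449a-5p, miR-503-5p, miR-188-5p and miR-221-3p the cause was not tested.

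The error from the spots was larger for dim miRNAs. For the 68 dimmest of the miRNAs detected on all arrays, by their mean over all arrays, the SD of a log2 signal from the spots of 1 array was 0.108 as the median over arrays (0.0568 to 0.345), and for as many of the brightest it was 0.0299 (0.0147 to 0.115).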

Differences from the paper's values

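The comparisons of counts by fold change alone with the paper's were chosen only after the result was seen, as were the ranks of miR-155-5p against PBS/OVA and OVA/OVA DEX, and no other tests were, while the alternatives named were set before the data were examined, apart from control spots and brightness as a covariate. Fold changes are given as in Table 2 of the paper, with a minus sign for a decrease. Of 145 fold changes in that table, 136 had the same direction here, and 14 were counted as differing in direction or size. No single ratio separates the sizes counted from the others. Between OVA/OVA and PBS/OVA, the values of miR-1224-5p, miR-188-5p and miR-721 were not counted. As ratios, they lay farther from the paper's than the bound of miR-721 between OVA/OVA and OVA/OVA DEX, which was counted. The 14 are thus no complete list of differences in size.

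The paper reports 4 miRNAs altered between OVA/OVA DEX and PBS/PBS, and 0 were called here. The number was 3 with only the 2 groups compared in the fit and 4 with an unadjusted limma p, which come within the paper's value, whereas the other alternatives, leaving out each array in turn included, do not. By fold change alone, 2 miRNAs of Table 2 differed by at least 2-fold in this comparison. The paper's value of 4 was reached with the percentile over all miRNAs and with the total gene signal, and 3 were found with quantile normalization, with the mean over probes and with signals below 1 set to 1. Without OVA/OVA DEX replicate 4 it was 5, which is within 1.5 times the paper's value, and the rest still differed. Between PBS/OVA and PBS/PBS, the paper reports 1 miRNA with a change above 2-fold, and 3 miRNAs of Table 2 had one here. Without PBS/OVA replicate 2 the number was 1, the paper's value, and the other alternatives still differed.

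For mmu-miR-188-5p, the paper's fold change between PBS/OVA and PBS/PBS is -1.96 and the value here was 1.91, which rested on PBS/OVA replicate 2. Without it the value was 1.11, and all alternatives still differed in direction. Between OVA/OVA DEX and PBS/PBS, the paper gives a 2.99-fold decrease, whereas it was 1.06-fold higher here, with detection on 1 of 4 OVA/OVA DEX arrays. Without OVA/OVA DEX replicate 1 it was not detected on any of them. Only an approximate lower bound of the decrease close to 1 then remained, which leaves the paper's value open. With the total gene signal there was a 2.73-fold decrease, and the other alternatives still differed. In Table 2 of the paper, the rise of miR-188-5p in OVA/OVA is of similar size against PBS/PBS, PBS/OVA and OVA/OVA DEX. As ratios of the same group means, these rises would leave little difference of PBS/OVA or OVA/OVA DEX from PBS/PBS. The decreases that the paper gives for miR-188-5p thus do not follow from the other columns of that table.

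MiR-680 was detected on 1 of 2 PBS/PBS arrays. For mmu-miR-680, the paper's fold change between PBS/OVA and PBS/PBS is 1.03 and the value here was 1.92. It no longer differed with the percentile over all miRNAs (1.57), without scaling (1.28), with quantile normalization (1.67), with normexp (1.51) and without PBS/OVA replicate 2 (1.37), and still differed under the others. Between OVA/OVA and PBS/OVA, the paper's value for miR-680 is 6.24 and the value here was 2.53, with 6.05 under the total gene signal and a difference under all other alternatives.

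For mmu-miR-721, the paper's fold change between PBS/OVA and PBS/PBS is 1.54, and the value here was 3.27, with detection on 0 of 2 PBS/PBS and 2 of 4 PBS/OVA arrays, so that signals not well above background entered both means. It rested on PBS/OVA replicate 2, without which it was 1.79. Taken as an approximate lower bound against PBS/PBS, the value no longer differed without that array, without scaling (2.19) and with normexp (1.69). It still differed under the others. Between OVA/OVA and OVA/OVA DEX, the paper's value for miR-721 is 6.31 and the value here was 10.9, an approximate lower bound. This approximate lower bound was computed in the same way under the alternatives. It no longer differed with the percentile over all miRNAs (9.39), without scaling (8.95), with quantile normalization (8.93), with normexp (1.58), with the total gene signal (8.89), with the 5th percentile floor (6.30) and without OVA/OVA DEX replicate 2 (8.73), and still differed under the others. Between OVA/OVA DEX and PBS/PBS, the paper's value for miR-721 is 1.7. It was not detected on any array of either group, so the computed value of -1.87 is no measured fold change, and only normexp, at 1.54, had the paper's direction.

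For mmu-miR-877-5p, the paper's fold change between PBS/OVA and PBS/PBS is -1.19 and the value here was 1.79, and all alternatives still differed. It was detected on 1 of 2 PBS/PBS and 1 of 4 PBS/OVA arrays, so the values of these groups are mostly signals not well above background. Between OVA/OVA and PBS/OVA, the paper's value for miR-877-5p is 5.14 and the value here was 2.56. With the total gene signal it was 4.07. Without PBS/OVA replicate 2, the only PBS/OVA array with detection, its approximate lower bound was 3.15. Neither differed from the paper's value, and the other alternatives did.

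The other differences are of direction. For mmu-miR-1224-5p, the paper's fold change between PBS/OVA and PBS/PBS is -1.02 and the value here was 1.89. In the same comparison, the paper's values are 1.1 for mmu-miR-144-3p, 1.05 for mmu-miR-451a and 1.01 for mmu-miR-486-5p, and the values here were -1.05, -1.06 and -1.09. The value of miR-1224-5p rested on PBS/OVA replicate 2, without which the log2 difference was 0.005, and its direction differed under all alternatives. The other 3 did not differ without PBS/OVA replicate 2, at 1.13, 1.08 and 1.04, and still differed under the other alternatives. For mmu-miR-378a-3p between OVA/OVA DEX and PBS/PBS, the paper's value is -1.03 and the value here was 1.01. It no longer differed with the percentile over all miRNAs (-1.23), with quantile normalization (-1.13), without PBS/PBS replicate 1 (-1.04), without OVA/OVA DEX replicate 3 (-1.04) or 4 (-1.02) and without OVA/OVA DEX replicate 1, and still differed under the others.

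Table 2 of the paper gives larger rises from PBS/PBS for miR-721, miR-680, miR-877-5p and miR-135b-5p than for miR-155-5p. Of these, only miR-135b-5p was detected on every PBS/PBS array and could be ranked here. The paper's text names miR-155-5p as the most upregulated miRNA, and it ranked 4 here among the miRNAs detected on all arrays of OVA/OVA and PBS/PBS. Its rank was 2 to 8 over the alternatives and 3 to 9 with each array left out in turn, the highest number without PBS/PBS replicate 1, and none of these placed it first in this comparison. The ranks in the other comparisons, again among miRNAs detected on all arrays of both groups, were computed only after the data had been seen. By its change from PBS/OVA it was 2 of 215, behind miR-494-3p, which was not called there, so that its rise was the largest of those called. It was first without PBS/OVA replicate 1 or 4, without OVA/OVA replicate 2, 3 or 6 and with brightness as a covariate, 3 with the total gene signal, and 2 under the others. By its change from OVA/OVA DEX it was 2 of 206, behind miR-494-3p, which was called there, with 3 for normexp and 2 under all others. The paper's clustering places PBS/PBS closest to PBS/OVA, whereas PBS/PBS was closest to OVA/OVA DEX here, at 2.88 against 3.69. The paper's order was obtained with the percentile over all miRNAs, with the deposited processed values, with all detected miRNAs and without PBS/OVA replicate 2, and without scaling PBS/PBS and PBS/OVA were also joined first but OVA/OVA was joined next. The paper names miR-188-5p among the miRNAs decreased in OVA/OVA DEX compared to PBS/PBS, and its log2 difference here was 0.09. Of the other miRNAs that the paper names in this comparison, miR-449a-5p was called with only the 2 groups compared in the fit and miR-551b-3p with the total gene signal and without PBS/OVA replicate 2. Fig. 1B shows about 19 miRNAs between OVA/OVA and PBS/PBS and about 26 between OVA/OVA and OVA/OVA DEX, read by eye. Of the miRNAs of Table 2, 15 and 21 were called here. Over all miRNAs tested, which include others than those of Table 2, 24 and 34 were called. With only the 2 groups compared in the fit the first of these counts was 19, and with the mean over probes the second was 26. Without PBS/PBS replicate 1 or 2 the first was 11 or 10.

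The paper lists 29 miRNAs as differing between groups, and 6 of them were called in none of the 5 comparisons here. Each was called in at least 1 comparison under some alternatives. For mmu-let-7d-3p these were the percentile over all miRNAs, no scaling, the total gene signal, the replicate block and leaving out OVA/OVA replicate 5 or 6 or OVA/OVA DEX replicate 4. MiR-1224-5p was called without PBS/OVA replicate 2, with only the 2 groups compared in the fit and with the exact Mann-Whitney test. The call of miR-1897-5p was made under these 3, and also with normexp, with the slide as a block, without OVA/OVA replicate 4 and with an unadjusted limma p. MiR-193b-3p was called with the percentile over all miRNAs, without scaling, with quantile normalization and with the total gene signal, and miR-328-3p with the first 3 of these and with the replicate block. For miR-378a-5p it was the total gene signal alone. Of the alternatives chosen after seeing the values, control spots gave calls for let-7d-3p, miR-193b-3p and miR-328-3p, and brightness as a covariate for let-7d-3p and miR-328-3p. In OVA/OVA compared to PBS/PBS, miR-188-5p and miR-449a-5p, which Table 2 of the paper marks as above 2-fold, were not called here. MiR-188-5p was called with normexp, with the slide as a block, with only the 2 groups compared in the fit and without PBS/OVA replicate 2. MiR-449a-5p was called with the replicate block and without OVA/OVA replicate 4 or 5.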

Other observations

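The tests of array scaling and of red cell RNA, and the comparison of lists with random lists matched on expression, were chosen only after the result was seen.

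The calls against PBS/OVA and OVA/OVA DEX were set against other splits of the same 10 arrays into groups of 6 and 4. Of 100 splits drawn from 210, 3 gave as many calls as OVA/OVA against PBS/OVA, the real one included, and the largest other number was 16. For OVA/OVA against OVA/OVA DEX, 1 of 100 splits did, and the largest other number was 24. The share of such splits was under 0.05 for both comparisons. Chance is excluded by this count against OVA/OVA DEX, where no other drawn split reached the real number, and less firmly against PBS/OVA, where another split gave more calls than the real one. A split by slide gave 0 and 0 calls.

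More miRNAs were called higher than lower in OVA/OVA, and the OVA/OVA arrays included the dimmest ones, so the scaling that raised these arrays could have produced the excess. With array brightness as a covariate, 23 miRNAs were called higher and 11 lower than in OVA/OVA DEX, compared to 25 and 9 without it. Against PBS/OVA, 7 were called higher and 3 lower, compared to 9 and 5, and against PBS/PBS 5 and 0, compared to 16 and 8. With the percentile over all miRNAs, with quantile normalization and without scaling, the calls against OVA/OVA DEX were 18 higher and 18 lower, 17 higher and 12 lower and 13 higher and 10 lower, so the excess depends on the scaling. With the covariate, the number of higher calls changed little against OVA/OVA DEX and fell against PBS/PBS. No value here decides which scaling places unchanged miRNAs at 0, so a general rise from scaling and a rise of these miRNAs cannot be told apart. Scaling by 4 control spots gave 11 higher and 45 lower than in OVA/OVA DEX. These spots were picked after they had been seen to be brighter in OVA/OVA, by 0.57 on the log2 scale compared to OVA/OVA DEX. The 5 other control spots were brighter too, by 0.44 to 1.17, so the direction did not come from the choice of spots. The outcome was still known beforehand and each array is moved by 1 factor, so this scaling decides nothing. What the control spots measure is not described in the files.

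MiR-449a-5p was higher in OVA/OVA than in OVA/OVA DEX. One hypothesis is a smaller share of RNA from ciliated cells, which express the miR-449 and miR-34b/c families, in the OVA/OVA DEX lungs. It would need the other members to be higher in OVA/OVA too. MiR-34c-5p was lower in OVA/OVA, at -0.36 on the log2 scale (limma adjusted p = 0.00204, no overlap between the arrays), and so were miR-34b-5p at -0.28 (adjusted p = 0.00784) and miR-34b-3p at -0.71 (adjusted p = 0.0824). MiR-34c-5p and miR-34b-5p were lower under every alternative, and miR-34b-3p under all but normexp, at 0.04. MiR-449c-5p was 1.88-fold higher in OVA/OVA by an approximate lower bound, as it was not detected on any OVA/OVA DEX array. It was not called with normexp, with the mean over probes, with the 5th percentile floor or with the exact Mann-Whitney test. The values of miR-34b and miR-34c argue against a smaller share of ciliated cells as the whole cause. A change of the miR-449 family within these cells after DEX treatment remains a hypothesis.

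MiR-188-5p, miR-362-5p and miR-532-5p of Table 2 belong to a cluster on the X chromosome, and shared transcription may raise the whole cluster in OVA/OVA. Of 3 other members tested, 2 were higher than in both PBS/OVA and OVA/OVA DEX with an adjusted p under 0.05. MiR-500-3p was higher by 0.65 and 0.74, and miR-362-3p by 0.40 and 0.34. MiR-532-3p was higher by 0.28 (adjusted p = 0.277) and 0.42 (adjusted p = 0.0791). Other scalings gave median shifts over all miRNAs of -0.52, -0.17 and -0.52 against PBS/OVA without scaling, with quantile normalization and with control spots. Quantile normalization did not move all miRNAs by the same amount. Against PBS/OVA it gave 0.37 for miR-362-3p, -0.05 for miR-532-3p and 0.65 for miR-500-3p. In this comparison, miR-362-3p and miR-532-3p changed sign without scaling and with control spots, and miR-532-3p also with quantile normalization. Against OVA/OVA DEX both changed sign with control spots. Relative to the median shift, miR-362-3p was 0.40 and 0.40 against PBS/OVA and 0.34 against OVA/OVA DEX. MiR-532-3p was 0.28, 0.12 and 0.28 against PBS/OVA and 0.42 against OVA/OVA DEX. Without scaling and with control spots each array is moved by 1 factor, so these relative values return those of the scaling used by construction, and the changes of sign there decide nothing about this cluster. MiR-500-3p was higher under every scaling tried. With array brightness as a covariate, miR-532-3p was higher by 0.44 (adjusted p = 0.132) and 0.51 (adjusted p = 0.0322). MiR-532-3p against PBS/OVA keeps this open.

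MiR-142-3p and miR-223-3p were higher in OVA/OVA, and a larger share of RNA from haematopoietic cells is a candidate explanation. Of 2 other members of the list, 1 was higher in both comparisons with an adjusted p under 0.05. MiR-142-5p was higher than in PBS/OVA by 0.66 and than in OVA/OVA DEX by 0.57. MiR-150-5p was higher by 0.56 (adjusted p = 0.0453) and 0.44 (adjusted p = 0.076), and with control spots the latter changed to -0.12, which is 0.44 relative to the shift of all miRNAs and decides nothing either. The 2 members alone leave the explanation open. From evidence other than these arrays, the paper describes a changed cell composition of the OVA/OVA lungs and an influx of immune cells.

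MiR-451a, miR-144-3p and miR-486-5p were lower in OVA/OVA than in OVA/OVA DEX, and a difference in red cell RNA between the lungs is a candidate explanation. Their deviations from the group means went together across 16 arrays, with Pearson correlations of at least 0.853 for the 3 pairs tested. For the pair with the lowest, miR-451a and miR-486-5p, the permutation p was 0.0001, Spearman's correlation was 0.903 (permutation p = 3e-05), and Pearson's was 0.767 without the 2 arrays farthest from the median, 0.876 on slide 1 and 0.848 on slide 2. The list's other members did not move the same way, with log2 differences of -0.09 for miR-16-5p (adjusted p = 0.413), 0.23 for miR-92a-3p (adjusted p = 0.0653) and -0.03 for miR-25-3p (adjusted p = 0.806). Other lung cells also express these 3, which could hide a change in red cells, so red cell RNA and a change in the tissue cannot be told apart.

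The lists were also set against 10000 random lists of the same size matched on mean expression, as a description of these arrays. The median log2 difference of OVA/OVA over the red cell list was -0.17 (percentile 33.8) against PBS/OVA and -0.57 (percentile 0.2) against OVA/OVA DEX, with 1 and 3 of 6 past 0.05 adjusted over the list alone and 1 and 3 over all miRNAs tested. For the haematopoietic list it was 0.85 (percentile 100) against PBS/OVA and 0.54 (percentile 99.8) against OVA/OVA DEX, with 4 and 4 of 4 past 0.05 adjusted over the list alone and 4 and 3 over all miRNAs tested. Endothelium gave -0.39 (percentile 2.9) against PBS/OVA and -0.59 (percentile 4.1) against OVA/OVA DEX, with 2 and 2 of 2 past 0.05 adjusted over the list alone and 2 and 2 over all miRNAs tested. For ciliated epithelium the median was -0.06 (percentile 46.1) against PBS/OVA and -0.28 (percentile 14.3) against OVA/OVA DEX, with 0 and 5 of 5 past 0.05 adjusted over the list alone and 0 and 4 over all miRNAs tested. The epithelial list had a median of -0.04 (percentile 81) against PBS/OVA and -0.09 (percentile 58.1) against OVA/OVA DEX, with 1 and 3 of 5 past 0.05 adjusted over the list alone and 1 and 2 over all miRNAs tested. Striated muscle gave -0.84 (percentile 0) against PBS/OVA and -0.88 (percentile 0.1) against OVA/OVA DEX, with 3 and 3 of 3 past 0.05 adjusted over the list alone and 2 and 2 over all miRNAs tested, and smooth muscle gave -0.04 (percentile 38.2) against PBS/OVA and -0.38 (percentile 8.9) against OVA/OVA DEX, with 0 and 2 of 2 past 0.05 adjusted over the list alone and 0 and 2 over all miRNAs tested. Over the cluster on the X chromosome the median was 0.73 (percentile 98.1) against PBS/OVA and 0.87 (percentile 98.2) against OVA/OVA DEX, with 4 and 6 of 6 past 0.05 adjusted over the list alone and 4 and 5 over all miRNAs tested, and over the miR-17 cluster it was 0.46 (percentile 99.5) against PBS/OVA and 0.30 (percentile 94.4) against OVA/OVA DEX, with 5 and 3 of 6 past 0.05 adjusted over the list alone and 4 and 3 over all miRNAs tested. The red cell, haematopoietic, ciliated, X chromosome and miR-17 lists hold 3, 2, 1, 3 and 1 miRNAs of Table 2, which the paper chose on these samples, so that their counts are not independent evidence. Without these miRNAs, the median against PBS/OVA and OVA/OVA DEX was 0.40 (percentile 80.2) and 0.42 (percentile 88.1) for the 3 others of the X chromosome cluster, 0.61 (percentile 98.9) and 0.50 (percentile 95) for the 2 others of the haematopoietic list, 0.13 (percentile 86.8) and -0.03 (percentile 69.7) for the 3 others of the red cell list, -0.07 (percentile 40.6) and -0.32 (percentile 13.7) for the 4 others of the ciliated list and 0.41 (percentile 97.6) and 0.23 (percentile 91.6) for the 5 others of the miR-17 cluster. The low percentile of the red cell list against OVA/OVA DEX and the high ones of the X chromosome cluster thus rest on the miRNAs of Table 2. MiR-92a-3p is on both the red cell and the miR-17 list.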
